# Precise gene models using long-read sequencing reveal a unique poly(A) signal in *Giardia lamblia*

**DOI:** 10.1261/rna.078793.121

**Published:** 2022-05

**Authors:** Danielle Y. Bilodeau, Ryan M. Sheridan, Balu Balan, Aaron R. Jex, Olivia S. Rissland

**Keywords:** 3′ UTR, *Giardia lamblia*, long-read sequencing, poly(A) site

## Abstract

During pre-mRNA processing, the poly(A) signal is recognized by a protein complex that ensures precise cleavage and polyadenylation of the nascent transcript. The location of this cleavage event establishes the length and sequence of the 3′ UTR of an mRNA, thus determining much of its post-transcriptional fate. Using long-read sequencing, we characterize the polyadenylation signal and related sequences surrounding *Giardia lamblia* cleavage sites for over 2600 genes. We find that *G. lamblia* uses an AGURAA poly(A) signal, which differs from the mammalian AAUAAA. We also describe how *G. lamblia* lacks common auxiliary elements found in other eukaryotes, along with the proteins that recognize them. Further, we identify 133 genes with evidence of alternative polyadenylation. These results suggest that despite pared-down cleavage and polyadenylation machinery, 3′ end formation still appears to be an important regulatory step for gene expression in *G. lamblia*.

## INTRODUCTION

Pre-mRNA processing is central to the proper expression and function of a gene. In eukaryotes, pre-mRNA processing involves capping, splicing, and cleavage and polyadenylation, which occur before export to the cytoplasm, and errors at any of these steps can have important consequences for gene expression. During cleavage and polyadenylation, the nascent RNA is cleaved at a precise location, which establishes the 3′ end of the mature transcript, and a poly(A) tail is added, which is required for downstream events in gene expression (Gallie 1991; Singh et al. 2015). In addition, some genes contain more than one cleavage site, resulting in isoforms with different 3′ UTRs and often different post-transcriptional fates (Tian et al. 2005; Sandberg et al. 2008; Mayr and Bartel 2009). Alternative polyadenylation (APA) is widespread in many eukaryotic species, including *S. cerevisiae*, *S. pombe* and plants, and more than half of human and mouse genes have multiple mRNA cleavage sites (Tian et al. 2005; Lu et al. 2006; Xing and Li 2011; Hoque et al. 2013; Liu et al. 2017; Moqtaderi et al. 2018). Inappropriate cleavage and polyadenylation can have severe, widespread consequences for gene expression and is associated with cancer and lethality (Whitelaw and Proudfoot 1986; Morris et al. 2012; Nourse et al. 2020), highlighting the central importance of this processing step.

Cleavage and polyadenylation is a complex, highly coordinated step that must be highly specific and sensitive. In humans, this process involves 20 core proteins and several *cis*-acting elements in the mRNA (Kumar et al. 2019). The main sequence element that directs cleavage is the polyadenylation signal [known as the poly(A) signal], which is an AAUAAA hexamer in metazoans (Proudfoot and Brownlee 1976; Beaudoing 2000). This hexamer and variants, such as AUUAAA, are in turn recognized by a multiprotein complex known as the cleavage and polyadenylation specificity factor (or CPSF), which is composed of CPSF160, CPSF30, WDR33, CSPF73, CPSF100, Symplekin, and Fip1 (Chan et al. 2011; Schönemann et al. 2014). Of these proteins, two (CSPF30 and WDR33) recognize and bind the poly(A) signal and, through other members of the complex, initiate cleavage (Chan et al. 2014; Clerici et al. 2018; Sun et al. 2018). Although not as clearly defined as in metazoans, A-rich motifs in budding yeast (such as AAGAA) play an analogous role as poly(A) signals (Gross and Moore 2001; Hill et al. 2019; Kumar et al. 2019).

In multiple species, the AAUAAA hexamer is insufficient to direct cleavage, and additional auxiliary sequences within the nascent transcript strengthen the poly(A) signal to promote accurate cleavage and polyadenylation (Sheets et al. 1990; Birse 1997). There are two major auxiliary elements in metazoans: upstream U-rich motifs and downstream U- and GU-rich motifs. The most highly enriched U-rich motif is a UGUA tetramer recognized by proteins in the Cleavage factor Im (CFIm) family (Brown and Gilmartin 2003; Venkataraman 2005). U- and GU-rich sequences downstream from the cleavage site are recognized by Cleavage stimulation factor proteins (CstF) that also help to strengthen the poly(A) signal and direct the endonuclease CPSF73 for cleavage of the nascent RNA (Takagaki and Manley 1997; Hu et al. 2005; Mandel et al. 2006; Sullivan et al. 2009). In yeast, similar auxiliary elements also help define cleavage sites (Dichtl 2002; Baejen et al. 2014).

Despite our deep knowledge of cleavage and polyadenylation in metazoans and yeast, less is known about the sequences and complexes involved in this process for other eukaryotes. There are over 200,000 species of protists, but we know poly(A) signals for only a handful. For instance, *Entamoeba histolytica,* which is found in the Amorphea supergroup alongside humans and yeast, uses an AAWUDA poly(A) signal (where W can be U or A, and D is any nucleotide but C), reminiscent of the metazoan signal (Hon et al. 2013). Similarly, there has been extensive research on pre-mRNA processing in kinetoplastids, such as *Trypanosoma* and *Leishmania* (Clayton and Michaeli 2011; Li and Du 2014). Unlike all other eukaryotes, kinetoplastids transcribe genes as polycistronic mRNAs, which are then cleaved to generate individual transcripts (Campbell et al. 2003; Clayton 2019). Although trypanosomes contain most of the conserved eukaryotic cleavage and polyadenylation proteins, the cleavage site is established by the trans-splicing of the upstream gene and is not dependent on a specific motif (Hendriks et al. 2003; Clayton 2013, 2019; Koch et al. 2016). For other protists, the mechanism of cleavage and polyadenylation is less well understood. For instance, a sequencing analysis of *Sarcocystis neurona, Neospora caninum,* and *Toxoplasma gondii* was unable to detect a poly(A) signal, although at least in *S. neurona*, there appears to be alternative polyadenylation during development (Stevens et al. 2018). *Plasmodium falciparum*, another apicomplexan, also seems to lack a clearly defined poly(A) signal (Oguariri et al. 2006; Siegel et al. 2014). Thus, a substantial amount of eukaryotic diversity remains unexplored for pre-mRNA cleavage and polyadenylation.

One protist that has attracted our interest is *Giardia lamblia*. A human parasite, *G. lamblia* is the causative agent of giardiasis, one of the most common intestinal diseases worldwide (Ankarklev et al. 2010). The *Giardia* clade encompasses multiple species that colonize the intestines of a variety of animals. Within the *Giardia* clade, *G. lamblia* is the sole species with the advantage of growing easily in axenic culture (Meyer 1976; Keister 1983). Although the exact placement of *Giardia* species on the eukaryotic tree of life is an ongoing area of investigation (Cacciò and Ryan 2008; Monis et al. 2009), it is generally understood to have branched off from traditional model systems, such as *Saccharomyces cerevisiae* and *Drosophila melanogaster*, relatively early and has been evolving independently for a long time. Recent phylogenetic analyses place *Giardia* within the Metamonada supergroup alongside other anaerobic protists like *Trichomonas*, although the term “Excavata” has also been used to describe this supergroup (Burki et al. 2020). Moreover, due to its ease of growth in the laboratory and its divergence from traditional model systems, *G. lamblia* presents an opportunity for studying highly conserved processes to see how these compare to what has been previously established.

From the perspective of gene regulation, *G. lamblia* differs from model organisms in several important ways. First, previous work has suggested that the 3′ UTRs of *G. lamblia* are unusually short, with a median of less than 100 nt (Franzén et al. 2013). This observation has raised fundamental questions about the potential for 3′ UTR-mediated post-transcriptional regulation in this organism. Second, consistent with short UTR regions, the genome of *G. lamblia* is generally very compact such that only eight genes contain introns and five undergo trans-splicing, while the number of protein-coding genes is between 5000 to 9000, depending on genome annotation (Xu et al. 2020a). Third, *G. lamblia* has streamlined machinery for transcription (Best 2004; Morrison et al. 2007), splicing (Nixon et al. 2002; Iyer et al. 2019), and translation (Li and Wang 2004; Eiler et al. 2020), and lacks many protein components that are essential for viability in most other eukaryotes, such as the translation initiation factor eIF4G (Li and Wang 2004; Morrison et al. 2007). Finally, *G. lamblia* exists in two forms, a dormant and hardy cyst and an infectious trophozoite, making it a potential model system to investigate how cell state and developmental transitions affect gene expression. However, despite growing interest in *G. lamblia*, fundamental aspects of pre-mRNA processing, including the identity of its poly(A) signal, remain unknown.

To provide an initial genome-wide characterization of *G. lamblia* 3′ end processing, we generated high-quality *G. lamblia* 3′ UTR annotations using two orthogonal high-throughput sequencing methods. Using these data, we identified the *G. lamblia* poly(A) signal as AGURAA (where R indicates a purine). Unlike yeast, *G. lamblia* uses a specific hexamer as its poly(A) signal. However, this sequence differs from that of metazoans at the second position, using a G rather than an A. This unusual poly(A) signal has shaped the *G. lamblia* genome, with the hexamer depleted in coding regions and yet, at times, also overlapping with stop codons to give extremely short 3′ UTRs. We found little evidence that known auxiliary sequences play a role in cleavage and polyadenylation, and many of the proteins that would recognize auxiliary sequences seem to also be absent. Together, our results suggest that *G. lamblia* has pared-down pre-mRNA processing machinery or that the sequences and complexes have diverged to the point where they are difficult to identify. Finally, we identified 133 genes with more than one cleavage site. These results increase the number of alternative polyadenylation events in *G. lamblia* by over 60-fold (Que et al. 1996; Mok et al. 2005). Our results suggest that, despite simplified cleavage and polyadenylation machinery, 3′ end formation is an important and as-yet underappreciated, mechanism for regulating gene expression in *G. lamblia*.

## RESULTS

### Characterization of *G. lamblia* mRNA 3′ ends at nucleotide resolution

To annotate *G. lamblia* 3′ UTRs, we began with a commercially available 3′-end sequencing method (QuantSeq), which uses an oligo(dT) primer to sequence 3′ ends of polyadenylated RNA with nucleotide resolution. 

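The 3′-end data are 2 QuantSeq libraries made from RNA of WBC6 trophozoites, the dividing stage of the parasite grown in culture. The authors trimmed the reads, aligned them to version 50 of the WBC6 genome of GiardiaDB, called peaks of at least 10 reads downstream from coding regions as poly(A) sites, and deposited for each replicate the interval from the end of the coding region to each site. The interval's length in nt is the 3′ UTR length. Replicate 1 holds 4298 sites of 3716 genes and replicate 2 holds 4306 sites of 3738 genes, and 3822 genes have a site in at least 1 of them. In replicate 1, 85.55% of genes had 1 site, and in replicate 2, 85.77% did, with at most 4 sites for a gene. Sites of the same gene lay at least 12 nt apart in both replicates. The deposited intervals also carry reads per base, but for all 3218 intervals with the same coordinates in both replicates this value is identical, so it was not used as a measure of either replicate and the number of reads behind each site is unknown. With 2 replicates of 1 condition, values are given for each replicate, and no comparison between conditions was made. Positions are counted from 1.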

We generated two replicate libraries using trophozoite RNA. Putative cleavage sites were defined by identifying the positions of read peaks downstream from annotated coding regions. Peaks that were within 10 nt of each other were merged into a single site. 

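A 3′ UTR was counted as shared when intervals of the same gene and strand overlapped reciprocally by at least 90%. This gave 4005 shared sites in 3557 genes, which are 93.2% of the sites of replicate 1 and 93.0% of those of replicate 2. The cleavage position was identical in both replicates for 3217 sites, or 80.3%, and lay within 1 nt for 95.1% and within 10 nt for 99.5%. The remaining 19 pairs were more than 10 nt apart, with a largest distance of 351 nt. These pairs were in 3′ UTRs of at least 156 nt, where 90% overlap allows larger distances. The number of shared sites changed most when the overlap was raised to 99%, which left 3677 sites. When the 4212 sites of replicate 1 in genes with a site in replicate 2 were instead compared with the nearest site there, without an overlap minimum, 76.4% had the same position and 96.3% lay within 10 nt.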

We filtered the sites to only include those where the predicted 3′ UTR showed at least 90% overlap between biological replicates. 

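Among the shared sites, 3130 genes had 1 site and 427 genes, or 12.0%, had several. The median 3′ UTR length over all sites before this filter was 164 nt in replicate 1 and 167.5 nt in replicate 2. In replicate 1, 962 sites, or 22.4%, lay more than 1000 nt from the coding region and 8 sites lay more than 10000 nt from it. Replicate 2 had 990 sites, or 23.0%, beyond 1000 nt and 7 beyond 10000 nt. The longest interval was 17480 nt in both replicates.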

In some cases, these libraries led to multiple putative cleavage sites per gene, some of which were found tens of thousands of nucleotides away from the nearest open reading frame.

Given the known artifacts of this method (such as internal priming (Nam et al. 2002; Adiconis et al. 2013]) and the challenge of working with a relatively poorly annotated genome, we next used an orthogonal method to validate cleavage sites predicted by the 3′-end seq libraries. 

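Direct RNA libraries were made in duplicate from total RNA of WBC6 trophozoites, without oligo(dT) selection. The authors aligned the reads with minimap2 to version 50 of the genome, estimated the poly(A)-tail length of each alignment in nt with Nanopolish from the electrical signal, and deposited 1 record per alignment with its contig, its leftmost position and a quality tag. Replicate 1 holds 349843 alignments of 339334 reads and replicate 2 holds 259863 alignments of 252480 reads, together 591814 reads. All values here use these alignments. The tag PASS was given to 257899 alignments, or 73.7% (95% Wilson interval 73.6 to 73.9%), in replicate 1 and to 181333, or 69.8% (69.6 to 69.96%), in replicate 2, and these were used. Of the PASS alignments, 83.7% (83.5 to 83.8%) in replicate 1 and 87.4% (87.2 to 87.5%) in replicate 2 had tails of at least 30 nt. The intervals cover counting error only. The records give neither the strand of a read, nor its rightmost position, nor a gene. Reads were therefore assigned to the gene whose coding region, extended by 50 nt at its start, or 3′ UTR held their leftmost position. Reads in the windows of more than 1 gene, 7.36% of PASS alignments, were left out, and 31.6% lay in no window. This left 268191 assigned reads, 150636 in replicate 1 and 117555 in replicate 2. Because the strand is not known, reads of antisense transcripts can be among those assigned.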

We directly sequenced *G. lamblia* RNA in duplicate using Oxford nanopore technology (ONT) and obtained 1.1 million total reads. ONT sequencing yielded long reads (average length: 940 bp) that enabled us to unambiguously develop precise gene models and thus enhance the transcriptomic map of *G. lamblia*.

We used two criteria for ONT read inclusion: reads were required to (1) have a poly(A) tail of at least 30 nt (suggesting that they were derived from mature transcripts, see below) and (2) extend into the open reading frame of the nearest gene (suggesting that they were genuine transcripts from that gene). To validate a cleavage site, we required that it was included in our QuantSeq data set and had at least one read in either of the two replicate ONT libraries. This method allowed us to remove cleavage sites resulting from internal priming as well as misassigned sites, such as those that belonged to previously unannotated genes (Fig. 1A). With this combined approach, we were able to identify 2764 cleavage sites across 2630 genes (which we will refer to as “validated cleavage sites,” Supplemental Fig. S1A).

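The leftmost position of an ONT read is its 3′ end for a gene on the minus strand and its 5′ end for a gene on the plus strand, so support was counted differently for each. On the minus strand, a shared QuantSeq site was supported when at least 1 PASS read with a tail of at least 30 nt ended within 10 nt of it, and whether that read reached the open reading frame could not be checked. On the plus strand, a site was supported when at least 1 such read started in the coding region of the gene, and whether it ended at the site could not be checked. Reads within 10 nt of a minus-strand site were not counted for plus-strand genes. With both strands, 3549 sites in 3202 genes were supported, which is 88.6% of shared sites. The minus strand contributed 1825 sites in 1682 genes, or 90.8% of its 2010 shared sites, and the plus strand 1724 sites in 1520 genes, or 86.4% of its 1995. Requiring at least 10 reads left 2119 sites in 1979 genes.
When the window was moved along the minus strand by 100 to 500 nt, between 11.1% and 20.2% of windows held a read end, against 90.8% at the sites. At least 3 reads ended at 76.2% of minus-strand sites, and in at most 3.68% of moved windows. Within 50 nt of a minus-strand site there were 78491 read ends in replicate 1 and 61889 in replicate 2. The most common position was the site itself in both replicates, and the median position was 7 nt upstream of it. In replicate 1, 61.9% of these ends lay within 10 nt of the site (95% Wilson interval 61.5 to 62.2%), and in replicate 2, 60.4% did (60.0 to 60.8%). The intervals treat read ends as independent and say little about a typical site. GL50803_40591 alone held 7207 of the 48572 ends within 10 nt in replicate 1. An end within 50 nt of more than 1 site was counted for each. From the joint use of both methods, the paper reasons that sites from internal priming and misassigned sites were removed.

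**Figure D1:**
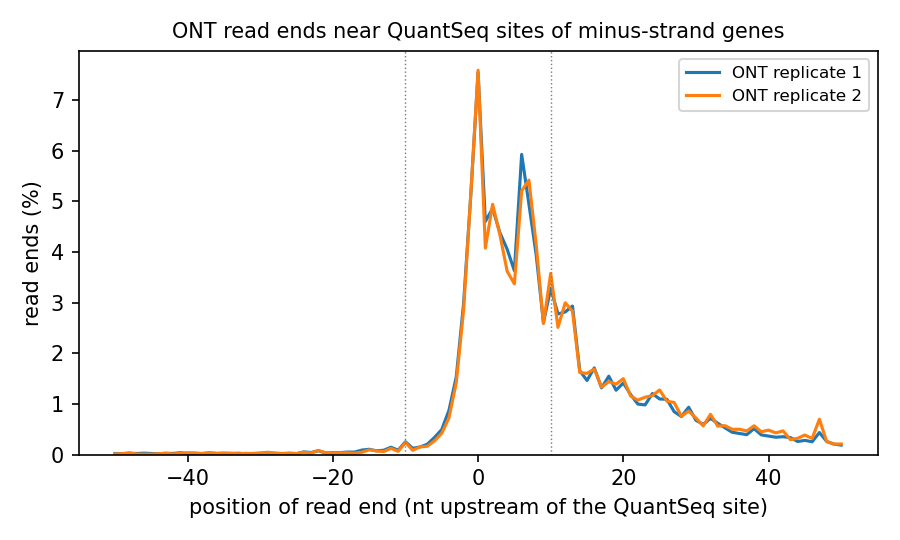
Share of ONT read ends (%) at each position within 50 nt of a shared QuantSeq site of a minus-strand gene, in nt upstream of the site, with 1 line per ONT replicate and dotted lines at 10 nt on either side. Both replicates peak at the site, with a tail of ends upstream of it. An end within 50 nt of more than 1 site counts for each.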

**FIGURE 1.**
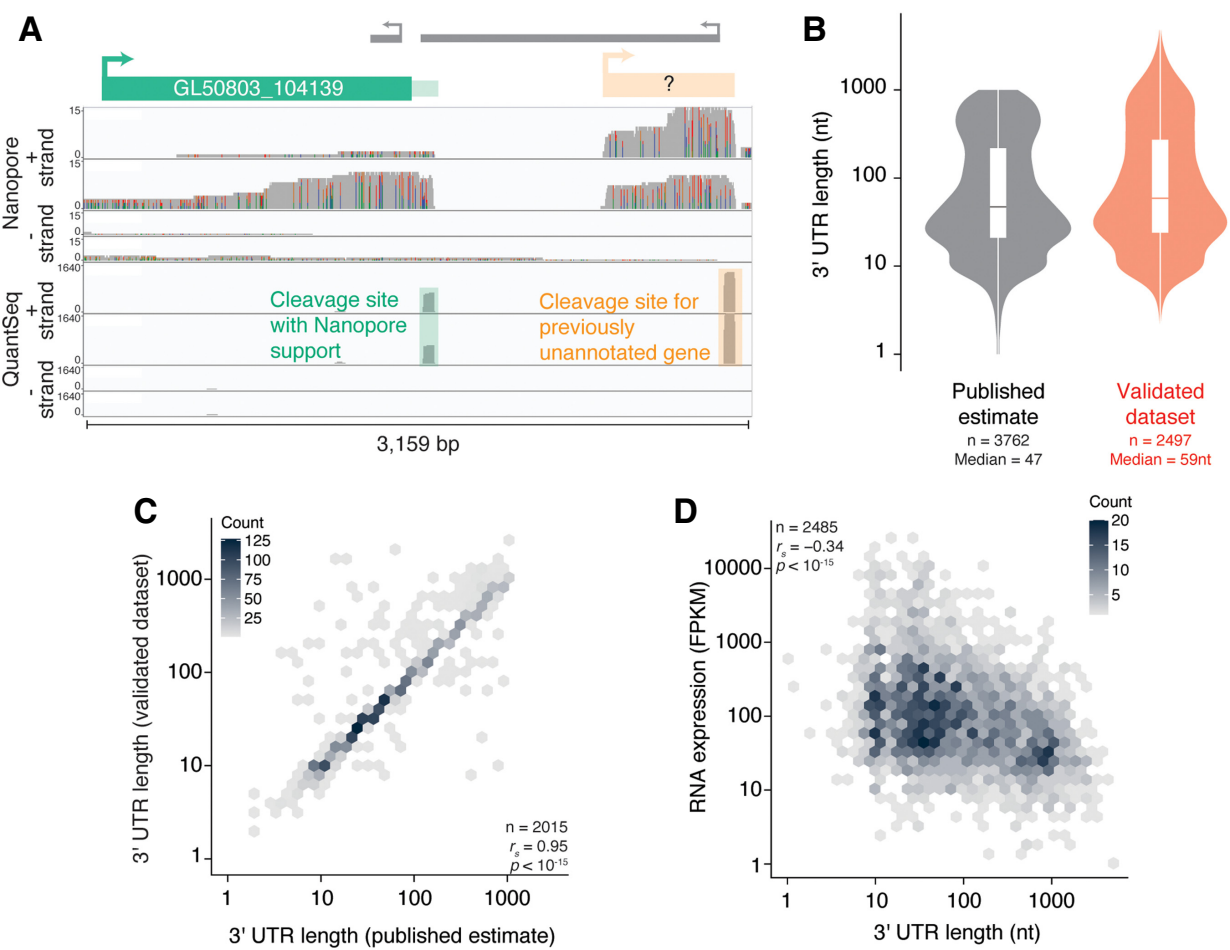
Characterization of *G. lamblia* 3′ ends at nucleotide resolution. (*A*) Genome browser image looking at the 3′ end of GL50803_104139 and displaying coverage of ONT libraries (*top*) and 3′-end libraries (*bottom*). Of the two cleavage sites predicted by the 3′-end libraries, one is supported by the ONT libraries (green box), while the other appears to belong to a previously unannotated transcript (orange box). (*B*) Distribution of 3′ UTR lengths in previously published work ((Franzén et al. 2013), *left*) and this study (*right*). (*C*) Hexagonal heatmap comparing published estimates of 3′ UTR lengths (*x*-axis) and the new data set from this study (*y*-axis). (*D*) 3′ UTR length is negatively correlated with expression. Shown is a hexagonal heatmap comparing 3′ UTR length (this study) and mRNA expression in Fragments Per Kilobase of transcript per Million mapped reads (FPKM, from accession number GSE158187).

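GL50803_104139, annotated as a hypothetical protein, lies on the plus strand of GLCHR01 with its coding region from 821999 to 823468. QuantSeq placed cleavage sites at 823577 in both replicates, 109 nt after the coding region, and at 825007 in replicate 1 and 825006 in replicate 2, which is 1539 and 1538 nt after it. For a plus-strand gene the ONT records give only where reads start. There were 2 reads with tails of at least 30 nt in replicate 1 and 3 in replicate 2 that started in the coding region, and they cannot be divided between the 2 sites. Both sites were therefore counted as supported here. Only 1 read per replicate was assigned to this gene alone, with tails of 90.5 nt in replicate 1 and 22.7 nt in replicate 2. Most of the supporting reads therefore also lay in the window of another gene.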

To validate our results, we first compared them to the 3′ UTR lengths that had been previously determined experimentally. For instance, cyst wall protein 1 (CWP1) has been described as having a 36-nt 3′ UTR (Hehl et al. 2000), and our measurement gave 37 nt (Supplemental Table S1). Likewise, we found that NADP-specific glutamate dehydrogenase (GDH) has a 22-nt long 3′ UTR (Supplemental Fig. S1B; Supplemental Table S1), consistent with previous predictions (Yee and Dennis 1992). Thus, by using a combination of 3′-end seq and long-read sequencing, we generated a high-confidence data set of validated cleavage sites for thousands of *G. lamblia* genes.

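CWP1 is listed as GL50803_5638 on the minus strand of GLCHR04, with its coding region from 2336517 to 2337242. Both QuantSeq replicates placed a site at 2336480, a 3′ UTR of 37 nt. In ONT replicate 1, 67 reads with tails of at least 30 nt ended within 10 nt of this site, and in replicate 2, 59 did. Both QuantSeq replicates also placed a site at 2335158, 1359 nt from the coding region, where 2 and 3 such reads ended. The median poly(A) tail of the 135 reads assigned to the gene was 62.0 nt, with 58.7 nt in replicate 1 and 63.0 nt in replicate 2.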

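GDH is listed as GL50803_21942 on the minus strand of GLCHR04, with its coding region from 171236 to 172585. The only QuantSeq site in either replicate was at 171214, 22 nt from the coding region. Within 10 nt of it ended 641 reads with tails of at least 30 nt in ONT replicate 1 and 179 in replicate 2. The median tail of its 1418 assigned reads was 63.0 nt, with 61.9 nt in replicate 1 and 65.3 nt in replicate 2.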

We next compared our annotations with those previously predicted on a genome-wide scale (Franzén et al. 2013). 

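Over the 2870 genes with 1 supported site, the median 3′ UTR length was 84 nt, with quartiles of 27 and 496.8 nt, and 52.5% of 3′ UTRs were shorter than 100 nt. The median was 89 nt for the 1543 minus-strand genes, where read ends could be set against the sites, and 77 nt for the 1327 plus-strand genes. The sites of QuantSeq replicate 1 alone gave a median of 77 nt, and those of replicate 2 alone gave 78 nt. The length depended on the ONT requirement. With at least 3 reads the median was 67 nt, with at least 10 reads it was 44 nt, and with no ONT requirement it was 101 nt. Leaving out 3′ UTRs over 1000 nt gave 61 nt.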

The 3′ UTR lengths generated by our approach had a median of 59 nt and a similar distribution to previous predictions (Fig. 1B). Although these previous estimates and our own annotations were highly correlated (Spearman *r* [*r*_*s*_] = 0.95, *P* <10^−15^, Fig. 1C), for 693 genes our experimentally determined 3′ UTRs were longer than the previous predictions, highlighting the power of our approach. We also observed a significant negative correlation between 3′ UTR length and mRNA expression (Fig. 1D, *r_s_* = −0.34, *P* < 10^−15^), as has been observed in other organisms (Mayr 2017). This result raises the possibility that 3′ UTRs, despite their short length, may carry sufficient regulatory potential to modulate mRNA stability, although the associated mechanisms are unknown.

### ONT libraries characterize *G. lamblia* poly(A) tails for the first time

The long-read libraries generated with ONT also allowed us to directly measure poly(A) tails in *G. lamblia* (Supplemental Fig. S2A). This aspect of RNA biology has been unexplored in *G. lamblia*, despite it being critical for understanding post-transcriptional regulation and for determining the extent to which standard methods [such as oligo(dT) selection] are appropriate for use in this organism. To examine the reproducibility of our measurements, we first compared the median tail lengths between the two ONT replicates, restricting our analysis to mRNAs with at least ten reads in both replicates. 

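For the 1450 genes with at least 10 PASS reads in each ONT replicate, the median tail lengths of the replicates had a Pearson's r of 0.421 and a Spearman's rho of 0.426 across genes (permutation tests with 100000 resamples, two-sided, p = 1e-05 for both, the smallest they can give). Genes are not independent replicates. The median absolute difference between replicates was 5.87 nt, and 70.5% of genes differed by at most 10 nt. When the reads of each gene were dealt at random to 2 libraries of the same sizes, 100 deals gave a median absolute difference between 5.16 and 6.04 nt and a Pearson's r between 0.403 and 0.472. The observed difference was therefore not larger than the sampling of reads gives. It depended on the number of reads. Genes whose smaller read number was 10 to 19 differed by a median of 9.10 nt with an r of 0.271 (658 genes), those with 20 to 49 reads by 5.41 nt with an r of 0.456 (463 genes), and those with at least 50 reads by 2.67 nt with an r of 0.795 (329 genes).

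**Figure D2:**
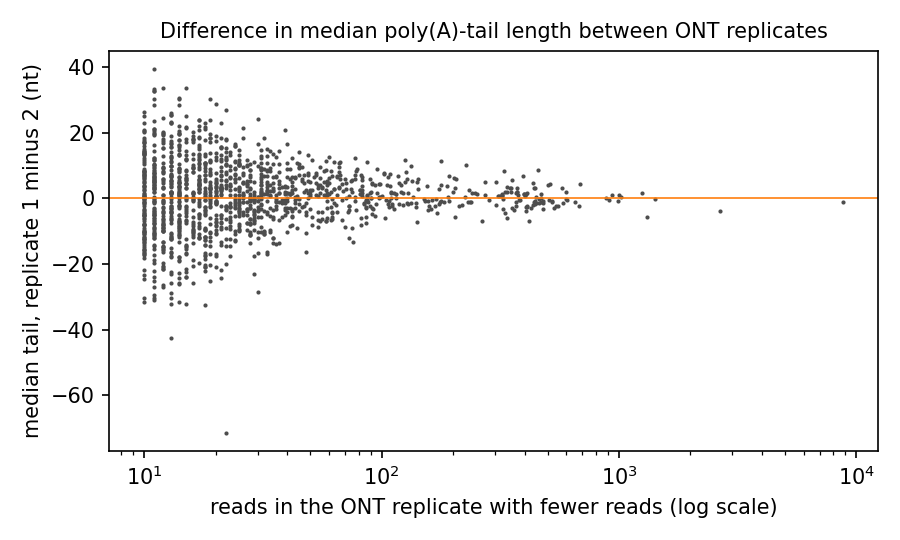
Difference in median poly(A)-tail length between ONT replicates (replicate 1 minus replicate 2, nt) for each of the 1450 genes, against the number of reads in the replicate with fewer reads on a log scale, with an orange line at 0. The points narrow around 0 as the read number rises, from a median absolute difference of 9.10 nt at 10 to 19 reads to 2.67 nt at 50 or more.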

The tail lengths were significantly correlated (Supplemental Fig. S2B, Pearson's *r* = 0.45, *P* < 10^−15^), and, even more encouragingly, the median absolute difference in measured tail length between replicates was 8 nt, indicating that our tail length measurements were reproducible (Fig. 2A).

**FIGURE 2.**
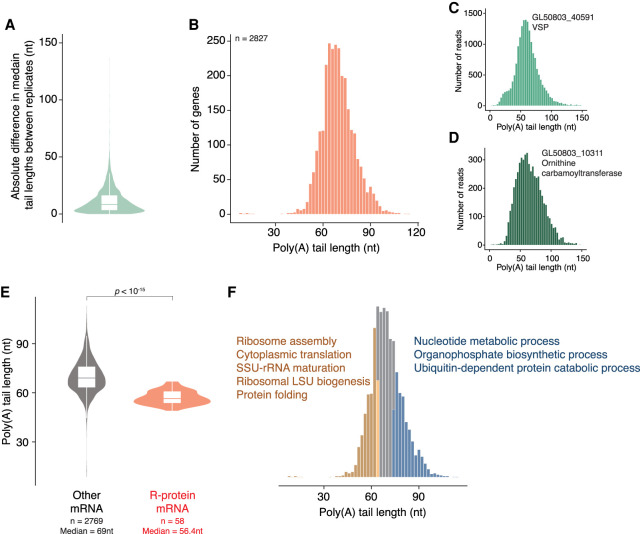
Poly(A)-tail measurements provide new insights. (*A*) Violin plot showing the absolute difference in poly(A)-tail measurements between ONT replicates. (*B*) Distribution of median poly(A)-tail length across both ONT replicates. Only mRNAs with a combined minimum of 10 reads are included. Median is 69 nt. (*C*) Distribution of poly(A)-tail lengths for reads aligning to GL50803_40591. (*D*) As in *C* but for GL50803_10311. (*E*) Comparison of poly(A)-tail length between mRNAs encoding ribosomal proteins (median 56.4 nt) and all other mRNAs (median 69.0 nt). Only genes with a minimum of 10 ONT reads were selected for this analysis. (*F*) GEO enrichment terms for genes with short (orange) or long (blue) poly(A) tails. Only genes with a minimum of 10 ONT reads were selected for this analysis.

To maximize both the resolution and reliability of our results, we next focused on those mRNAs with at least ten reads across both data sets for subsequent analyses (Supplemental Table S2). The median tail length across these transcripts was 69 nt, with 80% of mRNAs having tails between 58 and 83 nt, and 0.2% having tails shorter than 30 nt (Fig. 2B). These lengths are similar to those in *Drosophila* and human cells, but substantially longer than those in *S. cerevisiae* (Chang et al. 2014; Subtelny et al. 2014; Krause et al. 2019; Workman et al. 2019; Yu et al. 2020). 

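With reads of both replicates pooled, 2440 genes had at least 10 reads. Their median tail lengths had a median of 69.8 nt, a 10th percentile of 58.7 nt and a 90th percentile of 83.4 nt, and 81.1% of them lay between 58 and 83 nt. Replicate 1 alone gave a median of 69.8 nt over 2017 genes and replicate 2 alone gave 67.3 nt over 1537 genes. A minimum of 50 reads moved the median most, to 66.8 nt. Among genes with at least 10 reads in each replicate, the shortest median tails were those of GL50803_22543 (45.5 nt, 25 reads), GL50803_16298 (48.04 nt, 79 reads) and GL50803_17591 (48.6 nt, 24 reads). The longest were those of GL50803_8227 (112.0 nt, 45 reads), GL50803_15250 (104.3 nt, 77 reads) and GL50803_15077 (96.8 nt, 29 reads). For 2 of these genes the replicates were far apart, at 65.9 and 39.7 nt for GL50803_22543 and at 75.2 and 146.6 nt for GL50803_8227. Counting reads in the windows of more than 1 gene was a setting added after seeing the data. With it, the median of GL50803_16298 was 54.1 nt and that of GL50803_22543 was 63.0 nt. At the QuantSeq sites of GL50803_15077, 8 and 39 nt from its coding region, only 1 read with a tail of at least 30 nt ended within 10 nt of the nearer site and 0 of the other, so whether its 29 reads come from this gene is open. For GL50803_17591 no shared QuantSeq site was available to check read ends, so the origin of its 24 reads is open too.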

Interestingly, seven genes showed tails that were reproducibly shorter than 30 nt (Supplemental Fig. S2C–E; Supplemental Table S2). Of these, four encode ribosomal RNAs, indicating that in *G. lamblia* structured RNAs are oligoadenylated. 

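None of the 2440 genes with at least 10 reads had a pooled median tail under 30 nt, which allows a share of up to 0.123% by counting error alone, and 0 did in either replicate alone. With a minimum of 5 reads there were 2, GL50803_113303 (17.6 nt, 6 reads) and GL50803_20782 (17.9 nt, 6 reads), chosen for mention after their values were seen. Their medians in replicate 2 were 39.4 nt from 2 reads and 94.1 nt from 1 read. The genes covered are those with a QuantSeq 3′ UTR, whose coordinates were used to assign reads. The ribosomal RNA genes are not among them, and their tails were not analysed here.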

In many other eukaryotes, oligo(A) tails are mediated by the TRAMP complex and enable processing and degradation by the nuclear exosome (LaCava et al. 2005). Our data suggest that a similar pathway likely operates in *Giardia.* From a practical perspective, these tail length measurements indicate that methods using oligo(dT) enrichment steps are suitable for *G. lamblia* and are unlikely to bias results.

In *C. elegans*, poly(A)-tail lengths show phasing at ∼30 nt intervals, consistent with the footprint of the poly(A) binding protein on the poly(A) tail of transcripts that are associated with one or multiple copies of poly(A) binding protein (Lima et al. 2017). We therefore examined the ten most highly expressed genes in our data set to ask whether we could observe something similar, but no phasing was observed. 

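Phasing was tested as the autocorrelation of the tail-length histogram at lags of 25 to 35 nt, after a smooth spline trend was removed, against 1000 histograms simulated from that trend (one-sided). Among the 10 genes with most reads, from 2034 to 17926 reads each, 1 had a Benjamini-Hochberg adjusted p under 0.05. It was GL50803_40591, a variant-specific surface protein gene, with an autocorrelation of 0.446 (p = 1e-03, the smallest 1000 simulations can give, adjusted p = 0.01). The other 9 genes had p of at least 0.439. The call rested on the trend. The spline had 5 knots, and with 4, 6, 7 or 8 knots, tried after seeing the data, the p of this gene was 0.139, 0.012, 0.024 and 0.785, and no gene passed after adjustment. The bins of the histogram were 1 nt wide, and with bins of 2 nt this gene still passed. Its p was then 0.002 (adjusted 0.020). In replicate 1 alone its p was 0.071 (adjusted 0.709) and in replicate 2 alone it was 0.011 (adjusted 0.110). In simulated histograms of 5000 reads, the test gave p under 0.05 in 3% without phasing and in 86% with a phasing amplitude of 10%. With 2000 reads, near the depth of most of these genes, it did so in 9% and 52%, and in 96% with an amplitude of 20%, so phasing of the lower amplitude can go undetected there.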

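The median tail of GL50803_40591 was 59.2 nt over 17926 reads, with quartiles of 48.8 and 71.1 nt, and was 58.7 nt in replicate 1 and 59.7 nt in replicate 2. GL50803_10311, which encodes ornithine carbamoyltransferase, had a median of 63.5 nt over 5475 reads, with quartiles of 50.1 and 79.8 nt, 61.8 nt in replicate 1 and 65.5 nt in replicate 2. The medians of the 10 genes with most reads lay between 58.9 nt for the beta-giardin gene GL50803_4812 and 75.5 nt for the cathepsin B precursor gene GL50803_16779. Over all 268191 assigned reads, the autocorrelation at lags of 25 to 35 nt was -0.0107 (p = 0.888 from 1000 simulated histograms).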

The overall distribution of reads remained constant when looking individually at highly expressed genes (Fig. 2C,D), and we also saw no evidence of phasing when looking across all genes (Supplemental Fig. S2A).

Previous work in yeast, humans, and other eukaryotes (Subtelny et al. 2014; Lima et al. 2017; Rissland 2017) has shown that mRNAs encoding ribosomal proteins (r-proteins) have some of the shortest poly(A) tails in the transcriptome, and we next asked whether this trend held in *G. lamblia*. 

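Product descriptions were taken from the part of Supplemental Table S2 used here, 1999 of its 2827 genes, so the comparison covers part of the transcriptome and no test was made. In this part, 47 r-protein mRNAs with at least 10 reads had a median tail of 57.4 nt, with quartiles of 54.6 and 60.6 nt. The 1395 other mRNAs had a median of 68.6 nt, with quartiles of 63.8 and 74.4 nt. In replicate 1 the medians were 56.6 and 69.1 nt, and in replicate 2 they were 56.6 and 67.0 nt. Of the 47 r-protein mRNAs, 46 lay below the median of the others, and the longest had 72.8 nt. This part names 60 r-protein genes, and 13 had fewer than 10 reads here. Of these, 8 have no QuantSeq 3′ UTR, so no reads were assigned to them. Counting reads in the windows of more than 1 gene for each gene gave 52 r-protein mRNAs with a median of 56.4 nt, against 69.0 nt for 1527 others. This setting was added after seeing the data. The r-protein mRNAs had a median of 823 reads per gene and the others 47. Against other mRNAs matched on read number, the difference narrowed from -11.2 to -7.35 nt.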

As in other eukaryotes, r-protein mRNAs had significantly shorter poly(A) tails than those on other mRNAs (median 56.4 vs. 69 nt, respectively; Mann–Whitney *U*-test, *P* < 10^−15^; Fig. 2E). To ask what biological processes were associated with short or long poly(A) tails, we determined GO enrichment in the genes whose mRNAs were in bins for the 30% shortest or longest median tail length (Fig. 2F; Ashburner et al. 2000; The Gene Ontology Consortium et al. 2021). Although the poor annotation of the *G. lamblia* genome and the abundance of hypothetical proteins can make these types of analyses challenging, several processes such as nucleotide metabolism and organophosphate biosynthesis were enriched in genes whose mRNAs had long poly(A) tails, while those having short tails were enriched for several other processes, including ribosome assembly, cytoplasmic translation, rRNA maturation and protein folding. Taken together, these data indicate the underlying mechanisms leading to highly expressed mRNAs, like those encoding r-proteins, are conserved in *G. lamblia* despite its pared-down molecular machinery.

### *Giardia lamblia* uses an unusual poly(A) signal

From our list of validated cleavage sites, we next asked which poly(A) signals, if any, *G. lamblia* uses. As a first approach, we looked at the frequency of each nucleotide in a 60-nt window centered on the validated cleavage sites (Fig. 3A). We noticed A-richness approximately 10 nt upstream of the cleavage site, as well as a distinct A-peak directly downstream. There was also an enrichment of U nucleotides both up and downstream from this region, similar to that seen in other organisms (Supplemental Fig. S3A; Tian et al. 2005; Tian and Graber 2012). These results suggest that *G. lamblia* has sequence preferences for defining cleavage sites.

**FIGURE 3.**
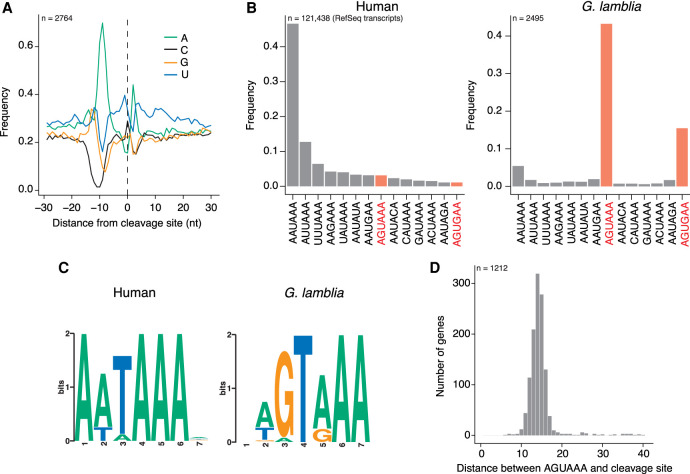
*G. lamblia* uses an unusual poly(A) signal. (*A*) Nucleotide frequency in the 60-nt window centered on all 2860 validated cleavage sites from this study. (*B*) Frequency of common poly(A) signals identified in studies of human transcripts (Beaudoing 2000). Sequences 30 nt upstream of cleavage sites from the human RefSeq annotations and validated *G. lamblia* sites from this study were used to search for common motifs. Plotted is the frequency of each signal in human (*left*) and *G. lamblia* (*right*). (*C*) MEME analysis of upstream sequences. The same sequences as in *B* were uploaded to the meme-suite, and a search was conducted for enriched hexamers. Shown is the top motif for human (*left*) and *G. lamblia* (*right*). (*D*) For all validated cleavage sites containing an AGUAAA motif in the last 40 nt of the mRNA, this bar graph shows the distance between the motif and the end of the read. Distances are counted from the first A of the motif.

We next wanted to define the precise poly(A) signal used in *G. lamblia*. To do so, we focused on genes with only one validated cleavage site and counted the occurrences of hexameric motifs previously identified in humans (Beaudoing 2000). When we performed this analysis on human RefSeq transcript annotations, AAUAAA was the most abundant polyadenylation signal, as expected (Fig. 3B). In contrast, distinct but related motifs were the most highly enriched in our *G. lamblia* data set: AGUAAA and AGUGAA were found in 45% and 15% of genes, respectively. In contrast, AAUAAA was used more rarely and occurred in only 5% of genes.

As an independent approach, we searched for hexameric motifs occurring within the first 30 nt upstream of human and *G. lamblia* cleavage sites using the MEME package (Bailey et al. 2009). This unbiased approach confirmed the strong enrichment for the G nucleotide at position 2 of the *G. lamblia* poly(A) signal and the strong preference for a purine at position 4 (Fig. 3C). Our identified poly(A) signal is also consistent with early studies of individual *G. lamblia* genes that suggested an AGURAA motif as the polyadenylation signal (Peattie et al. 1989; Yee and Dennis 1992; Que et al. 1996)—an observation we have now confirmed on a genome-wide scale.

Interestingly, although metazoan poly(A) signals are usually found 10 to 30 nt upstream of the cleavage site (Supplemental Fig. S3B; Kumar et al. 2019), *G. lamblia* signals tended to be closer to the cleavage site (Fig. 3D). In over 90% of genes with an AGUAAA signal, the motif was <20 nt from the cleavage site, and the most common distance was 13–15 nt, an observation consistent with the general compactness of the *G. lamblia* genome.

### Implications of unusual poly(A) signal on the *G. lamblia* genome

We next wished to investigate how the unusual poly(A) signal has shaped the *G. lamblia* genome. First, given that AGUAAA and AGUGAA are poly(A) signals, we would expect them to be depleted in open reading frames as their presence could lead to premature cleavage. To test this prediction, we counted the occurrence of both motifs and compared them to the frequency of their shuffled sequences (e.g., AAUAGA). We found that AGUAAA is strongly depleted in open reading frames compared to the shuffled sequences, while the depletion of AGUGAA was more modest, consistent with the prediction that AGUAAA is the preferred signal (Fig. 4A,B).

**FIGURE 4.**
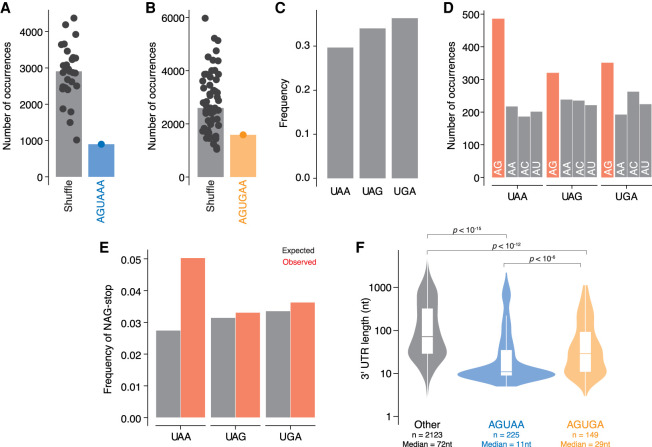
Implications of unusual poly(A) signal on *G. lamblia* open reading frames. (*A*) Open reading frames are depleted for *G. lamblia's* poly(A) signal. Open reading frame sequences were used to count the occurrence of AGUAAA vs all shuffled versions of the motif. (*B*) As in *A*, but with the AGUGAA poly(A) signal. (*C*) Frequency of stop codons across all annotated *G. lamblia* open reading frames. (*D*) Nucleotides preceding a stop are enriched for AG over other AN dinucleotides. For each stop codon, this bar graph shows how many were preceded by the different AN dinucleotide sequences. (*E*) As in *D*, but comparing expected versus observed frequencies. The expected frequency for each sequence context was calculated from the total frequency of each codon across all open reading frames. (*F*) Distribution of 3′ UTR lengths for genes where there is no overlap of poly(A) signal and stop codon (*left*), genes where there is an AG dinucleotide preceding a UAA stop codon (*middle*), and genes where there is an AG preceding a UGA stop codon (*right*).

We then investigated the relationship between poly(A) signals and stop codons. A recent study of *Giardia muris* reported that many genes have an overlap between these signals (Xu et al. 2020b), and genomic analysis of *Spironucleus salmonicida*, another diplomonad, has likewise indicated a strong “dual use” of poly(A) signals as stop codons (Xu et al. 2014). In the case of *S. salmonicida*, the stop codon (UGA) is predominantly used throughout the genome, overlapping with a predicted AGUGA poly(A) signal (Xu et al. 2014). Given the short length of 3′ UTRs in *G. lamblia*, we wondered whether this overlap of signals might also occur here. We first calculated the frequency of each stop codon across all open reading frames. We did not observe a strong preference for any stop codon, and UAA (which would allow for an AG–UAA motif) was the least abundant of the three stop codons (Fig. 4C). We next looked more closely at the nucleotides preceding the stop codon and asked whether there was a preference for AA, AU, AC, or AG. Of these, only an (N)AG sequence in front of the stop codon will allow for a dual AGUAAA or AGUGAA poly(A) signal/stop codon combination. Although there was no enrichment for the UAA stop codon itself, it was much more likely to be preceded by an NAG codon than the other codons. We also observed a preference for AG dinucleotides preceding UGA, and a more modest enrichment for UAG, which would not support a dual-use poly(A) signal/stop codon (Fig. 4D). In contrast, AA dinucleotides showed no such preference, providing an additional line of support that *G. lamblia* does not use the AAUAAA hexamer.

Two alternative models could explain the nucleotide bias in the codon preceding the stop codon: The first is that NAG–UAA and NAG–UGA represent genuine poly(A) signals, and the second is that their presence is simply a consequence of codon usage or amino acid preferences. To distinguish between these possibilities, we compared the expected and observed frequencies of NAG sequences preceding the stop codon. Consistent with NAG–UAA serving as a dual poly(A) signal/stop codon, this pair occurred more frequently than expected based on the frequencies of either alone. The same was not true for NAG–UGA (Fig. 4E). To investigate this issue further, we examined the 3′ UTR lengths of genes with the potential dual use AG–UAA or AG–UGA stop codons. Compared with other genes, 3′ UTR lengths were shorter for both AGUAA- and AGUGA-ending transcripts (*P* < 10^−15^ and *P* < 10^−12^, respectively; Fig. 4F). In the case of AGUAA, the median length was 11 nt, which is in the window of distances between genuine poly(A) signals and cleavage sites. These analyses indicate that NAG–URA sequences can act as genuine dual-use stop codons and poly(A) signals. In other words, in *G. lamblia,* stop codons have acquired the ability to also act as poly(A) signals for ∼15% of genes. This dual usage has not reached the levels predicted in *G. muris* and *S. salmonicida*, suggesting that this aspect of genome organization is evolving relatively rapidly within the diplomonad order.

### Eukaryotic auxiliary elements are poorly enriched around *G. lamblia* cleavage sites

We have an advanced understanding of the sequences and proteins involved in recognition of polyadenylation signals and auxiliary elements in other eukaryotes. In metazoans, there are three main complexes that recognize the polyadenylation signal, upstream U-rich motifs and downstream U- and GU-rich motifs: CPSF, CFIm and CstF complexes, respectively (Takagaki and Manley 1997; Brown and Gilmartin 2003; Kumar et al. 2019). However, it is completely unknown whether *G. lamblia* also makes use of auxiliary elements to define cleavage sites.

To investigate whether these sequences were conserved in *G. lamblia*, we began by searching for orthologs to the associated proteins. Although we readily identified candidates for the CPSF complex [which recognizes the poly(A) signal], we found only low-confidence candidates for members of the CstF complex (which recognizes downstream U-rich motifs), and we were unable to identify orthologs for the CFlm proteins (which recognize upstream U-rich motifs and UGUA; Fig. 5A; Supplemental Table S3).

**FIGURE 5.**
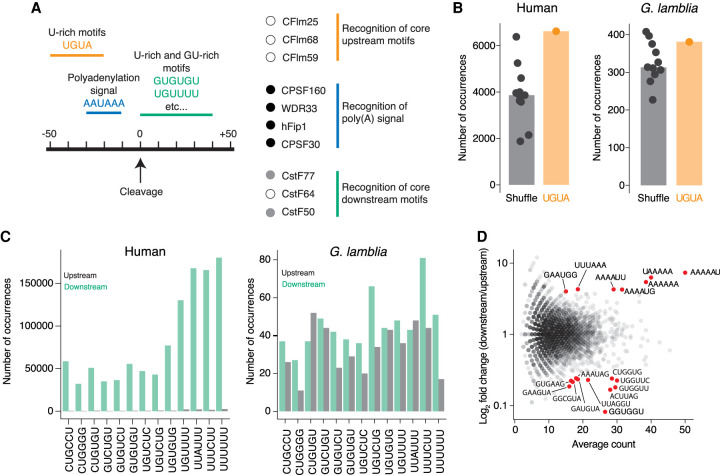
Conserved auxiliary elements are poorly enriched around *G. lamblia* cleavage sites. (*A*) Conserved pre-mRNA processing proteins and the sequences they recognize. The *left* panel shows the location and motifs of key sequences found around human cleavage sites. *Right* panel shows the human orthologs of core processing complexes for the recognition of poly(A) signals and surrounding sequences. Dots indicate whether an ortholog was readily identifiable in *G. lamblia* (black circle), whether ortholog identification was ambiguous (gray circle), or whether no orthologs were found (white circle). (*B*) The conserved UGUA motif is not enriched upstream of *G. lamblia* cleavage sites. Sequences 20 to 50 nt upstream of cleavage sites were used to count the frequency of UGUA or shuffled versions of the motif. Plotted is the number of times each motif was found in human (*left*) and *G. lamblia* (*right*) sequences. (*C*) GU-rich elements are not enriched downstream from *G. lamblia* cleavage sites. Sequences 40 nt up- and downstream from human and *G. lamblia* cleavage sites were used to count the occurrence of U- and GU-rich motifs enriched downstream from strong human cleavage sites (Hu et al. 2005). Plotted is the frequency of each motif upstream (gray) or downstream (green) of human (*left*) and *G. lamblia* (*right*) cleavage sites. (*D*) MA plot of enriched and depleted 6-mer sequences around polyadenylation signals. All single cleavage site genes from our data set that contain an AGUAAA were selected for this analysis. Sequences 50 nt upstream and downstream from the signal were used to search for all possible 6-nt motifs. Plotted is the average count of each motif versus its enrichment in downstream sequences. Red dots are motifs that showed at least a fourfold enrichment or depletion in downstream regions and with an average count of at least 15 occurrences.

We next examined the sequences surrounding *G. lamblia* cleavage sites to investigate the extent to which the corresponding recognition sequences of these complexes were enriched. We interrogated sequences 20 to 50 nt upstream of the cleavage sites where the highly conserved UGUA motif is found in other eukaryotes (Brown and Gilmartin 2003; Millevoi and Vagner 2010). By counting the number of occurrences of UGUA as well as shuffled versions of the motif, we observed a strong preference for UGUA in the human genome, as expected. In contrast, we saw only a slight enrichment in *G. lamblia* (Fig. 5B). Consistent with this result, when we performed an unbiased motif search using MEME, no sequences were enriched in this region (data not shown). This poor sequence conservation, combined with our inability to identify any CFlm orthologs, suggest that upstream motifs either do not play a role in the processing of *G. lamblia* transcripts or are sufficiently divergent as to preclude identification.

Next, we searched for downstream auxiliary elements. In other organisms, these downstream elements lack a consensus motif, but rather are generally U-rich. Thus, we looked for hexamers that were enriched around strong poly(A) sites in human sequences (Hu et al. 2005). As expected, we found that U-rich sequences were highly enriched in regions downstream from cleavage sites in humans, but almost completely absent upstream. In contrast, in *G. lamblia* the sequences were equally present on either side of cleavage sites (Fig. 5C), which suggests that *G. lamblia* does not use conserved downstream auxiliary elements. However, because we observed a strong U bias downstream from the cleavage site in metagene analyses (Fig. 3A), and the ambiguous presence of putative CstF orthologs raise the possibility that instead divergent *cis-*elements and proteins may help define genuine cleavage sites, we turned to an unbiased approach to look for enriched motifs. For each gene containing a single cleavage site and an AGUAAA poly(A) signal, we searched for all possible 6-nt motifs in the 50 nt upstream and downstream from the signal. We found an enrichment for A-rich and AU-rich motifs in the downstream regions, and a depletion of more canonical GU-rich motifs (Fig. 5D). These results support our observation that any sequences that may help strengthen poly(A) signals in *G. lamblia* have diverged substantially from those found in classical model eukaryotes.

### Evidence of alternative polyadenylation in *G. lamblia*

There are two previously described examples of alternative polyadenylation in the *G. lamblia* literature (Que et al. 1996; Mok et al. 2005; Einarsson et al. 2016), and so alternative polyadenylation has not been believed to be widespread. However, as mentioned above, when annotating cleavage sites, we unexpectedly found 133 genes showing evidence of alternative polyadenylation (Fig. 6A; Supplemental Table S1), suggesting that alternative polyadenylation may be more common in *G. lamblia* than previously suspected (Supplemental Fig. S4A).

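In these files, 332 genes had more than 1 supported site, 139 on the minus strand and 193 on the plus strand. On the plus strand, ONT reads that start in a gene support all its sites alike, so the number there is an upper bound. Minus-strand reads were not checked for reaching the open reading frame, and the strand of a read is unknown. Sites of other transcripts can therefore be counted there, and that number can be too high as well. On the minus strand, a read between sites at most 20 nt apart can count for both. The count was 246 when at least 3 ONT reads were required and 134 when at least 10 were. None of these counts uses the paper's rule that the same read ends at the site and starts in the open reading frame. The 133 genes that Supplemental Table S1 lists with several sites, in sheets used here in full, were also looked up. All 133 had both sites within 10 nt of the listed lengths in QuantSeq replicate 1, and 125 did in replicate 2. The other 8 are listed with sites 12 to 42 nt apart. Of the listed genes, 128 had several supported sites here and 5 had 1. The list was made from reads of the same libraries, so this closeness is largely built in. For the 66 listed genes on the minus strand, 57 had an ONT read end within 10 nt of both sites, or closer where the sites were at most 20 nt apart, 37 did in each replicate, and 35 had at least 3 ends at both. Of these 66 genes, 46 had at least 10 read ends at their sites, with a median of 34.9% of ends at the distal site, and 31 had most ends at the proximal site. The share depends on the genes taken. Over 30 minus-strand genes with shared QuantSeq sites more than 20 nt apart and at least 10 read ends in each replicate, on the list or not, the median was 4.69% in replicate 1 and 8.05% in replicate 2. From sites supported by direct RNA reads, the paper proposes that alternative polyadenylation may be more common in *G. lamblia* than was thought.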

**FIGURE 6.**
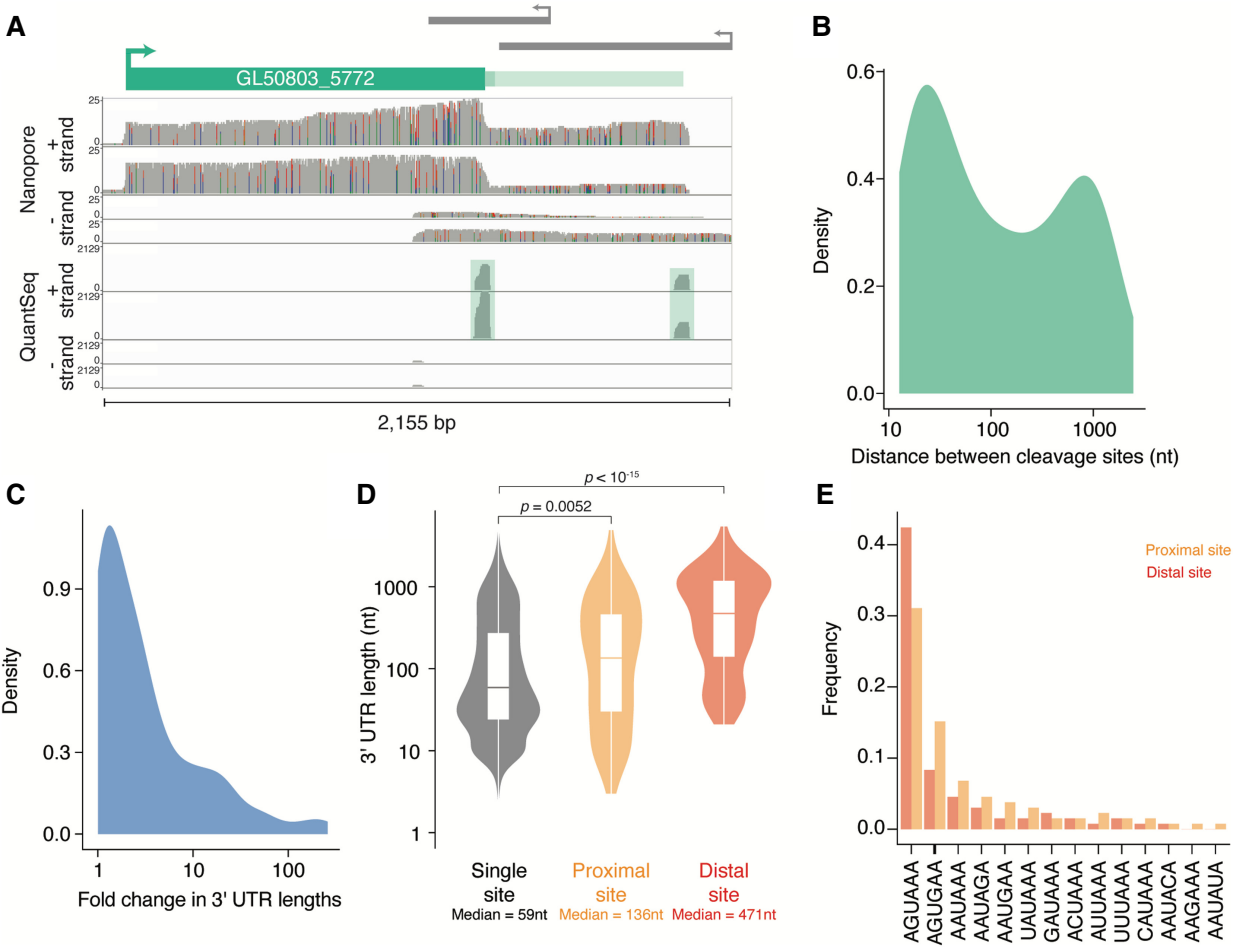
Evidence of alternative polyadenylation in *G. lamblia*. (*A*) Genome browser image looking at the 3′ end of GL50803_5772 and displaying coverage of ONT libraries (*top*) and 3′-end libraries (*bottom*). Both methods support the presence of two distinct cleavage sites for the gene. (*B*) Density plot showing the distribution of lengths between proximal and distal cleavage sites for the genes that have more than one cleavage site. The median is 81 nt. (*C*) Density plot showing the fold change in 3′ UTR length between distal and proximal cleavage sites. Median is a 2.18-fold change. (*D*) Distribution of 3′ UTR lengths for genes with a single cleavage site (*left*), the proximal sites for APA genes (*middle*), and the distal sites (*right*). (*E*) Poly(A) signal usage in APA genes. Sequences 30 nt upstream of proximal and distal cleavage sites were used to search for the motifs described in Figure 2B. Plotted is the frequency of each motif across proximal (orange) and distal (red) cleavage sites.

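GL50803_5772, annotated as CDC72, lies on the plus strand of GLCHR03 with its coding region from 1336155 to 1337384. QuantSeq placed its proximal site at 1337400 in both replicates, 16 nt after the coding region. The distal site was at 1338081 in replicate 1 and 1338082 in replicate 2, which is 697 and 698 nt after it. In ONT replicate 1, 19 reads with tails of at least 30 nt started in the coding region, and in replicate 2, 12 did. Which site each read ended at is not given for this strand. The gene's 53 assigned reads had a median tail of 84.2 nt, with 85.2 nt in replicate 1 and 75.9 nt in replicate 2.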

The majority of these alternative cleavage sites were within 100 nt of each other, although for 20 genes the distal cleavage site was over 1000 nt downstream from the proximal one (Fig. 6B). Nonetheless, given the short length of 3′ UTRs in *G. lamblia*, in 53% of cases, usage of the distal site more than doubled the amount of regulatory sequence (Fig. 6C; Supplemental Fig. S4B). 

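Over the 332 genes with several supported sites, the median distance between the proximal and the distal site was 637 nt. The sites were within 100 nt of each other in 26.8% of genes, and in 133 genes they were over 1000 nt apart. No read was checked both for its end at the site and for reaching the open reading frame. Sites of other transcripts can therefore enter these distances. The median distance was 647 nt on the minus strand and 630 nt on the plus strand. For the genes listed in Supplemental Table S1, the QuantSeq positions of replicate 1 gave a median distance of 82 nt, with 69 of 133 genes within 100 nt and 21 over 1000 nt apart. The listed lengths are those of replicate 1, so these values describe the list and are not a separate measurement. Over the 125 genes found in replicate 2, the median distance was 111 nt and 61 genes were within 100 nt. In replicate 1 these 125 genes gave the same median and count, so the change comes from the genes left out. Since these genes were selected by closeness to the list, the values of replicate 2 are not a separate measurement either.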

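The distal 3′ UTR was a median of 2.66 times as long as the proximal one over the 332 genes, and in 60.5% of them it was more than 2 times as long. Merging sites within 25 nt gave a median of 3.15 and 65.6% of genes. For the listed genes of Supplemental Table S1, the median ratio was 2.21 in replicate 1, with 71 genes or 53.4% over a ratio of 2. Over the 125 genes found in replicate 2, the ratio was 2.33 there and 2.32 in replicate 1, with 56.8% of genes over 2 in both.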

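The median 3′ UTR length at the proximal site of the 332 genes was 313 nt, which is 229 nt longer than that of genes with 1 site, and at the distal site it was 1356 nt, or 1272 nt longer. Both differences gave p = 1e-05 in two-sided permutation tests of the rank sum with 100000 resamples, the smallest they can give, and 1e-05 after Benjamini-Hochberg adjustment over 3 comparisons between these groups. The distal site is the longest of several sites of a gene, so its difference is largely set by construction and only the proximal comparison is informative. Sites of other transcripts can enter these lengths too. On the minus strand alone, a setting added after seeing the data, the proximal median was 265 nt and its permutation p was 3e-04. The proximal difference was smallest, 101.5 nt (permutation p = 1e-04), when at least 10 ONT reads were required. The genes listed in Supplemental Table S1 had a median proximal length of 135 nt in QuantSeq replicate 1, and the 125 found in replicate 2 had 120 nt in both replicates.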

Interestingly, even usage of the proximal site resulted in longer 3′ UTRs than in the rest of the transcriptome (Fig. 6D: 136 nt vs. 59 nt, *P* = 0.0052). In humans, proximal sites often use “weaker” poly(A) signals than distal sites (Legendre and Gautheret 2003; Hu et al. 2005), and so we looked at poly(A) signals for these examples in *G. lamblia*. We found that distal cleavage sites are more likely to use AGUAAA and that proximal sites have a higher frequency of alternate signals such as AGUGAA, which is consistent with a preference for AGUAAA over AGUGAA in the transcriptome (Fig. 6E).

The presence of alternative poly(A) sites, as well as the generally longer 3′ UTR lengths observed, suggested that the regulation of this subset of genes may be biologically important. We observed a slight difference in overall expression between genes that had a single or multiple cleavage sites (median FPKM: 86 and 59.2, respectively; *P* = 0.00024; Supplemental Fig. S4C), although there was no difference in poly(A)-tail lengths (*P* = 0.39; Supplemental Fig. S4D). 

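Tail lengths were compared over genes with at least 10 ONT reads. The 207 genes with several supported sites had a median tail of 71.0 nt and the 2097 genes with 1 site had 69.6 nt (two-sided permutation test of the rank sum with 100000 resamples, p = 0.027, and 0.027 after Benjamini-Hochberg adjustment over 3 comparisons). The difference of 1.36 nt was not past the threshold without ONT replicate 2, since replicate 1 alone gave 0.355 nt (permutation p = 0.085) and replicate 2 alone 3.35 nt (permutation p = 0.0013). The groups also differed in depth, with a median of 27 reads per gene against 34. Against 207 genes with 1 site matched on read number, the difference was 0.67 nt (permutation p = 0.320). For the genes listed in Supplemental Table S1, 94 of which had at least 10 reads, the median was 70.1 nt against 69.8 nt for the 2346 other genes (permutation p = 0.667). These last 2 comparisons were chosen after seeing the data. The FPKM values come from another series and were not analysed here.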

We also performed a gene ontology enrichment analysis, but no significant processes were enriched in genes undergoing alternative polyadenylation. We suspect that this result may be because more than 50% of genes are uncharacterized in *G. lamblia*, which limits the power of these approaches. Indeed, 12 of the alternative polyadenylation genes are described as “putative,” and 72 encode hypothetical proteins or unspecified products. Nonetheless, two ribosomal protein genes (*S4* and *S28*), as well as nine predicted kinases use alternative polyadenylation (Supplemental Table S1), raising the intriguing possibility that alternative polyadenylation may be important for the *G. lamblia* life cycle.

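*S4* is listed as GL50803_11359 on the minus strand of GLCHR04, with its coding region from 195899 to 196705. Both QuantSeq replicates placed its sites at 195889 and 195865, for 3′ UTRs of 10 and 34 nt. In ONT replicate 1, 228 reads with tails of at least 30 nt ended within 10 nt of the proximal site and 45 within 10 nt of the distal one, and in replicate 2 there were 212 and 52. The median tail of its 925 assigned reads was 62.7 nt. *S28* is listed as GL50803_3570 on the plus strand of GLCHR04, with its coding region from 719389 to 719583. Both QuantSeq replicates placed its sites at 719626 and 719649, for 3′ UTRs of 43 and 66 nt. Reads with tails of at least 30 nt started in its coding region 125 times in replicate 1 and 139 times in replicate 2, but cannot be divided between its sites. No tail value is given for *S28*, because its reads also lay in the window of another gene. Among the products of the 133 listed genes, 72 are hypothetical or unspecified, 12 are described as putative and 9 as kinases.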

## DISCUSSION

Here, we empirically annotated the 3′ UTRs, for 2630 expressed genes in *G. lamblia* using a combination of 3′-end short- and long-read sequencing. According to our RNA-seq data (Eiler et al. 2020), 6616 of the 9700 predicted coding genes in the genome annotation used for this study are expressed at an FPKM of 10 or higher. This indicates that we have annotated about 40% of the expressed transcriptome. Although one barrier to annotating the rest of the genome is low ONT sequencing depth (relative to short-read based sequencing) and the very low RNA expression of the remaining genes (average FPKM = 1.89), direct long-read RNA sequencing was nonetheless instrumental in overcoming some of the difficulties associated with the study of an organism whose genome remains relatively unannotated compared to traditional model systems. Critically, our use of ONT sequencing mitigated known issues with 3′ end short read sequences (Adiconis et al. 2013) and directly linked cleavage sites and open reading frames.

Our work confirms the early putative hypothesis for the *G. lamblia* poly(A) signal (Peattie et al. 1989; Yee and Dennis 1992; Que et al. 1996) and demonstrates that *G. lamblia* uses AGURAA on a genome-wide scale. Interestingly, the most frequent signal (AGUAAA) differs from the metazoan AAUAAA motif by only a single nucleotide, using a G at position 2 rather than an A—but the two most common *G. lamblia* signals (AGURAA) are used only rarely in metazoans (Hu et al. 2005). An interesting future question is how this divergent sequence is recognized. In metazoans, the poly(A) signal is recognized by CPSF30 and WDR33 (Chan et al. 2014; Casañal et al. 2017; Clerici et al. 2018). We were able to identify putative orthologs to these key players, but orthologs for supporting proteins such as CPSF-100 and Symplekin remain to be found (Supplemental Table S3). The predicted CPSF30 ortholog in *G. lamblia* is similar to the human protein but contains four zinc finger (ZF) motifs instead of five, corresponding to motifs 2–5 in human CPSF30. Binding between CPSF30 and the AAUAAA motif is mediated by ZF2 and ZF3, suggesting that the core elements of poly(A) signal recognition are likely conserved in *G. lamblia* (Barabino et al. 2000; Schönemann et al. 2014; Kumar et al. 2019). Furthermore, the highly conserved residues on CPSF30 that are critical for recognition of the motif appear to be conserved and do not offer immediate insight into why *G. lamblia* uses a different signal. Identifying the appropriate orthologs and their sequence, structure, and biochemical preferences will be an important next step for understanding the basis of the unique *G. lamblia* poly(A) signal and its evolution.

Although starting with conserved eukaryotic sequences proved to be a good strategy when looking for polyadenylation signals, it was not the case for auxiliary elements. We were unable to find evidence of enrichment for any of the most common metazoan sequences that are found up or downstream from cleavage sites. It is therefore likely that any motifs outside the poly(A) signal used by *G. lamblia* to direct 3′-end processing have diverged significantly from those found in other eukaryotes, and their identification will likely require additional functional studies.

Finally, an unexpected finding from our study of 3′ UTRs is that 133 genes use alternative polyadenylation. Previous reports had identified only two cases (Que et al. 1996; Mok et al. 2005), a result that had led to a view that alternative polyadenylation was as rare as splicing in *G. lamblia.* Our results demonstrate that, contrary to this model, alternative polyadenylation is a more generally used mechanism, adding to the regulatory layers used by *G. lamblia*. Indeed, our results raise more intriguing questions about how cleavage and polyadenylation is regulated. For instance, how do these different 3′ UTR isoforms affect transcript stability and translation? Why do some genes use alternative polyadenylation and not others? Previous reports have suggested that encystation impacts gene expression as well as cleavage and polyadenylation of individual genes (Que et al. 1996; Mok et al. 2005; Einarsson et al. 2016). An intriguing possibility is that alternative polyadenylation may be especially important during this process or in the cyst itself (which is transcriptionally silent), and it will be exciting to explore this and other questions in the future.

## MATERIALS AND METHODS

### Trophozoite culture and RNA extraction

*Giardia lamblia* trophozoites (assemblage A, strain WB clone C6) were grown in modified TYS-33 media as per standard protocols (Keister 1983). Cells were harvested by placing culture tubes on ice for 10 minutes, then spun down for 5 minutes at 800x g at 4°C. Cell pellets were washed twice in 1xPBS. RNA was extracted from trophozoite pellets with hot acid phenol as previously described (Collart and Oliviero 1993).

### RNA sequencing and analysis

Previously generated RNA-seq libraries used in this study are available from the GEO (GSE158187). 3′-end libraries were generated with the QuantSeq 3′ mRNA-seq Library REV kit from Lexogen (catalog #016) according to the manufacturer's protocol. Libraries were sequenced at the Genomics and Microarray Shared Resource at the University of Colorado Denver Cancer Center. All sequencing data generated in this study are available from the GEO, accession number GSE168675.

Nanopore libraries were prepared according to the direct RNA sequencing protocol from ONT (SQK-RNA002). Because the lengths of poly(A) tails were unknown when we initiated this study, total RNA was used in place of oligo(dT)-selected RNA. Libraries were sequenced on a FLO-MIN106 flow cell and minION sequencing device. Base-calling was completed by the MinKNOW software (Nanopore) on default settings.

Adaptors were trimmed from 3′-end reads using Cutadapt v2.3. RNA-seq and QuantSeq libraries were aligned using STAR 2.5.2a (Dobin et al. 2013). Nanopore libraries were aligned with minimap2 version 2.17-r974-dirty (Li 2018). All libraries were mapped to the *Giardia lamblia* WBC6 genome version 50 downloaded from the GiardiaDB website on February 8, 2021 (https://giardiadb.org). Poly(A)-tail lengths from the Nanopore libraries were measured using Nanopolish version 0.11.1 (Loman et al. 2015). Mapped nanopore reads were assigned to their corresponding gene using featureCounts version 2.0.0 (Liao et al. 2014).

### Identification and validation of cleavage sites

3′ UTRs were annotated by first identifying poly(A) sites. Poly(A) sites were mapped by identifying peaks of poly(A) reads that aligned downstream from coding regions but did not overlap the following gene. Potential poly(A) sites were filtered to only include those that have at least ten reads. Sites that were within 10 nt of each other were combined into a single peak with coordinates representing the center point between the sites.

For each putative cleavage site, a list of coordinates was generated that went 10 nt up- and downstream from the site. For each gene, ONT reads with 3′ ends that ended within the corresponding window were selected. Reads were then further filtered to keep only those that contained a poly(A) tail of at least 30 nt and for which the 5′ end of the read fell within the open reading frame of the associated gene. Sites with at least one read from either replicate of the ONT libraries that satisfied all conditions were kept as validated sites. Analyses and plotting were performed in R version 4.0.3 and Python version 3.8.3 from in-house scripts. All genome browser images were generated with IGV version 2.8.10.

### Unbiased motif analysis

Motif-based sequence analysis was done using the MEME suite software at https://meme-suite.org (Bailey et al. 2009). We searched for a maximum of three motifs on the given strand only with minimum and maximum motif lengths of 6 and 50 nt, respectively.

### Ortholog identification

Human protein sequences were used to search for orthologs in *G. lamblia* by BLAST search. Where it was difficult to identify the most likely ortholog among the search results, the yeast protein sequence was used for a complementary search. Searches were conducted on https://giardiadb.org.

For CPSF160 and WDR33, human proteins containing similar domains were used to perform a multiple sequence alignment, which was then used to generate a hidden Markov model. We then initiated a search across the *G. lamblia* proteome in search of proteins that have a similar domain and sequence.

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

## Supplementary Material

Supplemental Material

## Figures and Tables

**Danielle Bilodeau:**
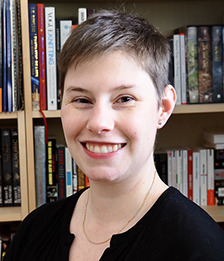

# Supplementary material for: Precise gene models using long-read sequencing reveal a unique poly(A) signal in Giardia lamblia
**Source:** RNA. 2022 May;28(5):668–82. doi: 10.1261/rna.078793.121
**Supplement:** Supplemental Material

Precise gene models using long-read sequencing reveal a unique poly(A) signal in Giardia lamblia — Supplemental Material 

# Precise gene models using long-read sequencing reveal a unique poly(A) signal in *Giardia lamblia*

## Supplemental Material

- Supplemental\_Figure\_Legends.docx
- Supplemental\_Figure\_S1.pdf
- Supplemental\_Figure\_S2.pdf
- Supplemental\_Figure\_S3.pdf
- Supplemental\_Figure\_S4.pdf
- Supplemental\_Table\_1\_UTRLengths.xlsx
- Supplemental\_Table\_2\_TailLengths.xlsx
- Supplemental\_Table\_3\_Orthlogs.xlsx

# Supplementary material for: Precise gene models using long-read sequencing reveal a unique poly(A) signal in Giardia lamblia
**Source:** RNA. 2022 May;28(5):668–82. doi: 10.1261/rna.078793.121
**Supplement:** Supplemental Material

**SUPPLEMENTAL FIGURE LEGENDS**

**Supplemental figure 1. ONT sequencing allows for validation of cleavage sites.** (A) Table showing the number of genes and sites for each step in our pipeline. "QuantSeq overlap" represents the 3′ UTRs that show at least 90% overlap between biological replicates. (B) Genome browser image looking at the 3′ end of GL50803_21942 (NADP-specific glutamate dehydrogenase). 3′-end libraries and ONT libraries both show a cleavage site 22 nucleotides downstream from the stop codon, which is consistent with previous observations.

**Supplemental figure 2. Poly(A)-tail lengths in *G. lamblia*.** (A) Distribution of poly(A)-tail lengths in ONT libraries. Histogram shows the poly(A)-tail length of all reads that were assigned to a gene and for which a poly(A) tail was measured. Median is 62.1 nucleotides. (B) Hexagonal heatmap comparing poly(A)-tail measurements between ONT replicates. mRNAs with at least ten reads in both ONT datasets were selected and median poly(A)-tail lengths compared. (C-E) Genome browser images looking at GL50803_r0021 (28S ribosomal RNA), GL50803_r0019 (18S ribosomal RNA) and GL50803_r0020 (18S ribosomal RNA). Colored arrow illustrates the length and direction of the annotated gene. Grey arrows represent other genes present on the chromosome or contig being displayed. Shown are ONT reads on the positive (top) and negative (bottom) strands from two biological replicates.

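The 268191 PASS reads assigned to a gene had a median tail of 64.7 nt. Replicate 1 had a median of 65.4 nt and replicate 2 had 63.9 nt. Counting reads of every quality tag with a measured tail gave 64.5 nt.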

**Supplemental figure 3. Cleavage and polyadenylation contexts in humans.** (A) Nucleotide frequency surrounding human cleavage sites. Sequences surrounding the end coordinates of all mRNAs in the RefSeq annotation were used to calculate nucleotide frequencies 30 nucleotides upstream and downstream of cleavage sites. (B) Distances between AAUAAA poly(A) signal and cleavage sites in human transcripts. mRNA sequences were downloaded from RefSeq annotations. All sequences with an AAUAAA in the last 40 nucleotides of the transcript were selected and the distance was calculated between the motif and the end of the mRNA. Distances are counted from the first A of the motif.

**Supplemental figure 4. Gene differences between proximal and distal cleavage site usage.** (A) The number of alternative polyadenylation events in *G. lamblia* is greater than previously thought. Bar plot shows the number of genes that were believed to contain more than one cleavage site based on previous literature, our 3′-end libraries alone (QuantSeq), and our validated list of cleavage sites (Nanopore). (B) Genome browser image showing a gene (GL50803_27887) with a short and long 3′ UTR measuring 86 and 984 nucleotides, respectively. (C) FPKM expression for genes with a single cleavage site (left) or multiple cleavage sites (right). Median values are 86 and 59.2, respectively. (D) Distribution of poly(A)-tail lengths for genes with a single cleavage site (left) or multiple cleavage sites (right). Median values are 69 and 68.2 nucleotides, respectively.

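GL50803_27887 lies on the minus strand of GLCHR02 with its coding region from 948827 to 949039. Both QuantSeq replicates placed its sites at 948741 and 947843, for 3′ UTRs of 86 and 984 nt. In each ONT replicate, 15 reads with tails of at least 30 nt ended within 10 nt of the proximal site. At the distal site, 5 such reads ended in replicate 1 and 4 in replicate 2. The median tail of its 51 assigned reads was 72.4 nt, with 69.4 nt in replicate 1 and 72.5 nt in replicate 2.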

**Supplemental table 1. Validated 3′ UTR sites in *G. lamblia*.** Table of all validated 3′ UTR lengths generated in this study. Genes are in separate sheets according to the number of cleavage sites.

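Each 3′ UTR length in this table is the distance in nt from the end of the annotated coding region to a cleavage site. Of its single-site sheet, 1999 of 2497 genes were used here, and the sheets of genes with several sites were used in full. All 2266 listed sites used here have the same length as a site of the same gene in QuantSeq replicate 1, so the lengths are those of that replicate. Of these sites, 2265 are among the shared sites and 2258, or 99.6%, were also supported by ONT reads here. On the minus strand this was 1146 of 1152 sites, and on the plus strand 1112 of 1114. The authors kept these sites on reads of the same libraries, with both read ends checked. This closeness is therefore largely built in.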

**Supplemental table 2. 

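The table gives the reads per gene in each ONT replicate and a median tail length in nt, and 1999 of its 2827 genes were used here. For the 1528 of these with at least 1 read in the present assignment, the median ratio of read numbers to those of the table was 1 in both replicates. The median absolute difference in median tail length was 0.83 nt, 81.6% of genes were within 5 nt, and Pearson's r across genes was 0.804. The shape of the windows and the quality tag used to assign reads were settled by comparison with these genes, so this closeness is partly built in.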

Poly(A)-tail lengths for *G. lamblia* transcripts.** Table of poly(A)-tail lengths for transcripts with at least ten reads in either ONT replicate. Listed are the number of reads in each replicate, median tail lengths and gene descriptions.

**Supplemental table 3. Predicted orthologs for cleavage and polyadenylation proteins in *G. lamblia*.** List of human cleavage and polyadenylation factors and putative *G. lamblia* orthologs. Human proteins were taken from (Tian & Graber, 2012). Orthologs for *G. lamblia* were identified as described in methods.

How the deposited data were processed for this re-analysis (not part of the article)

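Direct RNA and 3′-end libraries from *G. lamblia* WBC6 trophozoites were analysed, with 2 replicates of direct RNA nanopore sequencing and 2 of QuantSeq. All 4 samples belong to 1 condition, so values were compared between replicates and between groups of genes, and not between conditions. Genes are not independent replicates, and each permutation test across genes describes these libraries.

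For the direct RNA libraries, the authors base-called the reads, aligned them with minimap2 version 2.17 to version 50 of the WBC6 genome of GiardiaDB, and measured poly(A) tails with Nanopolish version 0.11.1. The deposited values are estimated tail lengths in nt for each alignment, without normalization. Replicate 1 holds 349843 alignments and replicate 2 holds 259863. The authors assigned reads to genes with featureCounts version 2.0.0, but the deposited records name no gene, strand or rightmost position, so the assignment was made again as described below. For the QuantSeq libraries, the authors trimmed reads with Cutadapt version 2.3, aligned them with STAR and called peaks. The deposited values are intervals in nt, with reads per base (a signal) and a ratio of reads per base between 3′ UTR and coding region. Because the reads per base are the same in both replicates for identical intervals, this deposited signal and the ratio were not used as measurements of a replicate.

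Tail lengths were taken from alignments tagged PASS. A read whose leftmost position lay within 10 nt of a minus-strand site was assigned to the gene of that site first. Other reads were assigned by windows. For plus-strand genes the window was the coding region, extended by 50 nt at its start. For minus-strand genes it ran from 10 nt past the proximal site to the start of the coding region. Of these other reads, those in the windows of more than 1 gene were left out. A gene needed at least 10 reads, as in the paper. The paper's text names featureCounts but does not describe this assignment by leftmost position or the use of the tag PASS. These were chosen after the data were seen. The window shape, its extension (0, 20 and 50 nt, and up to 100 nt for some shapes) and the quality tags were compared with the read numbers and tails of the part of Supplemental Table S2 used here. The treatment of reads in the windows of more than 1 gene was changed 2 times: they were left out at first, then counted for each gene, which came closer to that table, and then left out again. Closeness to the paper is no ground for a choice. By default featureCounts leaves out reads that overlap more than 1 annotated gene. Those are not the same reads as the ones in more than 1 window here, so the default does not settle the choice. On simulated reads, leaving out reads in more than 1 window placed 99.7% of assigned reads on the right gene, against 88.2% when they were counted for each. Every simulated read was drawn inside the windows of its own gene. Counting for each could then only add wrong assignments, so this comparison does not settle the choice either. Results under both treatments, including the comparison of tails between genes with several sites and 1 site, had been seen by then. Both are reported.

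QuantSeq sites were counted as shared at a reciprocal overlap of at least 90%, after the authors' merging of sites within 10 nt. A shared site was supported by at least 1 read with a tail of at least 30 nt. For minus-strand genes the read had to end within 10 nt of the site, and for plus-strand genes it had to start in the coding region, since the records give only the leftmost position. The paper's second criterion for reads on the minus strand, and the position of read ends on the plus strand, could not be checked.

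Correlations and differences between groups of genes were tested with two-sided permutation tests of 100000 resamples, whose smallest p is 1e-05. Differences between ONT replicates were set beside 100 random deals of each gene's reads. Phasing was tested at lags of 25 to 35 nt against 1000 simulated histograms. A first version of this test drew them from the Gaussian-smoothed histogram of the reads. It gave p near 1 on real and simulated tails, with a median p of 0.995 for 5000 simulated reads without phasing, and was replaced after that was seen by a spline trend with 5 knots. With 2000 simulated reads the spline version gave p under 0.05 in 9% of histograms without phasing, so it calls somewhat too often at that depth. The planned test of r-protein mRNAs was not made, since descriptions were taken from a table used in part.

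The steps were tested on simulated data. Of 111480 simulated reads on 3716 genes, 86.9% were assigned, and recovered median tails had a Pearson's r of 0.946 with the simulated ones over 3274 genes. No reads from outside the windows were simulated, while 31.6% of real PASS alignments lay in no window. Of 3498 QuantSeq sites left in place, 3497 were found as shared, and 18 removed or lengthened sites were called shared. The rank test gave p under 0.05 in 4.5% of comparisons without a difference and in 95% with a shift of 0.5 SD.

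Genes named in the text were chosen by a rule set before the data were examined. They are the genes the paper names and that have a value, the 10 genes with most direct RNA reads, any gene with at least 10 reads and a median tail under 30 nt, and the 3 genes with the longest and the 3 with the shortest median tail among genes with at least 10 reads in each replicate. Exceptions are said where they occur.

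Other settings tried were read minimums of 5, 20 and 50, all quality tags, means in place of medians, each replicate left out, overlaps of 80% and 99%, windows of 5 and 20 nt, merging within 25 nt, and minimums of 3 and 10 supporting reads. Settings added after seeing the data include counting reads in the windows of more than 1 gene for each gene, and minus-strand genes alone. Not every passage that gives values of an added setting names it so. The exchange test of proximal and distal tails was first run with fewer exchanges and then repeated with 100000. Motifs, stop codons, nucleotide frequencies and poly(A) signals were not analysed, since no genome sequence of the build was used, and FPKM values and gene ontology were not analysed here. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.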

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

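The test in this part was chosen after the result was seen. The paper does not report on the reads per base that accompany each QuantSeq interval. For 3218 intervals with the same coordinates in both replicates, the reads per base of the 3′ UTR were identical in both, and so were those of the coding region for all 3632 genes present in both. Separate libraries would not give equal values. If these were reads of a QuantSeq library, every called site would have at least the 10 reads a peak needs, and reads would pile up in the 3′ UTR. By the column, 524 of the 3′ UTRs of replicate 1 had fewer than 10 reads, and the median ratio of reads per base in the 3′ UTR to those in the coding region was 0.977. Both argue against reads of either QuantSeq library. The coding-region values correlated across 2417 genes with the number of direct RNA reads (Pearson's r of logs 0.578, Spearman's rho 0.553, permutation p = 1e-05, the smallest 100000 resamples can give, and 1e-05 after Benjamini-Hochberg adjustment over 16 relations). This leaves open which library they come from, and genes are not independent replicates. With 1 condition, no biological explanation was tested.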

How the results depend on the processing

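Alternatives not said to be added were set before the data were examined, and those said to be added were chosen after seeing them. The main settings of read assignment and the spline trend of the phasing test were also chosen after seeing the data. No paired analysis was possible because all samples belong to 1 condition and no groups of samples were compared. Of 256 recomputed values of 25 results, 192 stayed on their side of the threshold, within the spread between replicates, or within 1.5 times the count. The cause of the other changes was not tested, except where the setting itself removes reads, sites or genes.

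Both replicate correlations stayed positive with p = 1e-05 under every setting run, with Pearson's r between 0.280 and 0.795. The median absolute difference of 5.87 nt became 7.29, 4.03 and 2.67 nt at minimums of 5, 20 and 50 reads and 4.38 nt with mean tails. Among added settings, it was 6.12 nt (6.125) with reads in the windows of 2 genes counted for each, and 8.06 nt (8.055) with at least 10 reads summed over both libraries. The median tail over genes was 66.8 nt at a minimum of 50 reads, and leaving out a replicate gave 67.28 to 69.78 nt. With a minimum of 5 reads, 2 genes had a tail under 30 nt. The r-protein difference of -11.2 nt became -9.48 nt at a minimum of 50 reads, -9.71 nt with mean tails (-9.715) and -7.35 nt with other mRNAs matched on read number. The relations of read number with 3′ UTR length and with tail length kept their sign and a permutation p of 1e-05 under every setting run.

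The tail difference between genes with several sites and 1 site of 1.36 nt (permutation p = 0.027) stayed positive under every setting run. It was 1.865 nt (permutation p = 0.052) at a minimum of 50 reads, and leaving out a replicate gave 0.355 to 3.35 nt, with p = 0.085 without replicate 2. Among added settings, it was 0.67 nt (permutation p = 0.320) against genes matched on read number and 0.255 nt (p = 0.667) for the genes of the complete sheets of Supplemental Table S1. Over all settings run, the permutation p lay between 4e-04, with reads in the windows of 2 genes counted for each, and 0.667.

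With at least 10 direct RNA reads, 2119 sites in 1979 genes were supported and 134 genes had several sites, 56 of them over 1000 nt apart, with a median distance of 695.5 nt, a ratio of 3.37 (3.367) and 70.9% more than doubled. The median 3′ UTR length was then 44 nt. At least 3 reads gave 67 nt, a ratio of 2.79 (2.786) and 62.6%. No direct RNA requirement gave 101 nt. An overlap of 80% gave a median length of 79 nt, and one of 99% gave 112.5 nt and a distance of 742 nt. Merging within 25 nt gave 85 nt, a distance of 863 nt, a ratio of 3.15 (3.145) and 65.6% (65.64). Windows of 5 and 20 nt gave lengths of 81.5 and 85 nt, and 3′ UTRs of at most 1000 nt gave 61 nt. Leaving out a replicate gave median lengths of 70 to 79 nt, distances of 581 to 773 nt, ratios of 2.657 to 2.921 and doubled shares of 60.6 to 64.52%. The added restriction to minus-strand genes, which removes the plus-strand sites, gave 1825 sites in 1682 genes, 139 genes with several sites, 54 of them over 1000 nt apart, a median length of 89 nt and a ratio of 2.82 (2.822). Proximal 3′ UTRs were longer than those of genes with 1 site with p of at most 3e-04 under every setting run. The distal comparison is set largely by construction and says nothing about stability. The nearest-site comparison gave 76.4% with the same position, against 80.3%.

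The count of 1 gene with phasing stayed 1 with a bin of 2 nt and became 0 when either replicate was left out. It was also 0 with the Gaussian-smoothed histograms of the first version of the test and with each of the added splines of 4, 6, 7 and 8 knots. Over all reads, the autocorrelation of -0.0107 was never past the threshold. Its sign changed when replicate 1 was left out (leaving out a replicate gave -0.0649 to 0.0734) and with the added splines of 7 knots (0.304) and 8 knots (0.239).

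For 21 named genes, 121 of 147 recomputed tails moved by less than the spread between replicates and 26 by more. Sites not merged and results without ribosomal RNA genes were not run, since the authors merged the sites before deposit and ribosomal RNA genes have no coordinates here. The alternatives for poly(A) signals, motifs, nucleotide frequencies and stop codons were not run for lack of a genome sequence. Depth limits tails of genes with few reads, as the differences between replicates by read number show. With 2 replicates, the spread of a single site rests on only 2 positions.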

Differences from the paper's values

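In units of Mreads, the paper's total of direct RNA reads is 1.1, and the deposited alignments hold 0.592 (591814 reads). Whether the paper's total also counts reads without an alignment is not given in the sources used here.

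For the Pearson's r of median tail lengths between ONT replicates, the paper gives 0.45 and the value here is 0.421. The value with reads of every quality tag, 0.437, lies within 0.0156 of the paper's, the SD over random deals, and those at minimums of 5, 20 and 50 reads and with mean tails do not. For the median absolute difference, the paper's value is 8 nt and the value here is 5.87 nt. This is within 1.5 times, as it is with a minimum of 5 reads (7.29 nt) and all tags, but not at minimums of 20 and 50 reads or with mean tails. At least 10 reads summed over both libraries, a setting chosen after seeing the values, gives 8.06 nt (8.055) with an r of 0.280 (0.2798).

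The paper reports 0.2% of mRNAs, and 7 genes, with tails shorter than 30 nt. Here it is 0% and 0 genes, which allows up to 0.123%, and no setting set before the data were examined comes within 1.5 times of the paper's values. With a minimum of 5 reads there are 2 genes by pooled reads, or 0.0701%, and neither is under 30 nt in both replicates. The genes covered here are those with a QuantSeq 3′ UTR, which leaves out ribosomal RNA genes.

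For genes with alternative polyadenylation, the paper gives 133 and the count here is 332. At least 10 supporting direct RNA reads, set before the data were examined, gives 134, which is within 1.5 times, and the other settings give 246 to 427. The paper required at least 1 read that both ended at the site and started in the open reading frame. Here only 1 of these conditions was checked on each strand, so the counts rest on unlike criteria. With at least 10 reads, the median distance was 695.5 nt and 56 genes had sites over 1000 nt apart. The near-equal count is therefore no match of the genes. The minus-strand genes alone, chosen after seeing the values, give 139, with 66 of the paper's 133 genes on that strand and the others left out. The paper's median distance between sites is 81 nt, and here it is 637 nt. No setting set before the data were examined comes within 1.5 times of it. For the genes the paper lists, the same files give 82 nt in QuantSeq replicate 1, whose lengths the list holds, and 111 nt in both replicates over the 125 genes selected as found in replicate 2, so neither is a separate measurement.

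The paper counts 20 genes with sites over 1000 nt apart, and there are 133 here. No setting set before the data were examined comes within 1.5 times of it, and the lowest is 56 with at least 10 reads. Among the genes the paper lists there are 21 in either QuantSeq replicate. The median proximal length is 136 nt in the paper and 313 nt here. Only at least 10 reads brings it within 1.5 times. The listed genes gave 135 nt in replicate 1, and 120 nt in both replicates over those found in replicate 2. The median distal length is about 470 nt in Fig. 6D, read by eye, and 1356 nt here, and no setting set before the data were examined comes within 1.5 times of it.

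The median 3′ UTR length of 84 nt is within 1.5 times of the paper's 59 nt in most settings, but not at an overlap of 99% (112.5 nt) or with no direct RNA requirement (101 nt), nor for minus-strand genes alone (89 nt), a setting chosen after seeing the values. With 3′ UTRs of at most 1000 nt, a setting set before the data were examined, it was 61 nt. The median ratio of distal to proximal length, 2.66 here and 2.18 in the paper, leaves that range only with at least 10 reads (3.37).

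The paper states that most alternative sites lie within 100 nt of each other. Here 26.8% of 332 genes do, while among the genes the paper lists 69 of 133 do by the lengths of QuantSeq replicate 1, which the list holds. Of the 125 found in replicate 2, 61 do in both replicates, since the 8 left out are listed at 12 to 42 nt. The paper states that tails of genes with several sites do not differ from those with 1 site. Here they were longer by 1.36 nt (permutation p = 0.027). It stayed past the threshold at minimums of 5 reads (2.02 nt, permutation p = 7e-04) and 20 reads (2.425 nt, permutation p = 0.013), with reads of every tag that have a measured tail (2.31 nt, permutation p = 7e-04), with mean tails (1.48 nt, permutation p = 0.010), without ONT replicate 1 (3.35 nt, permutation p = 0.0013) and with the mean of both replicates' medians (1.60 nt, permutation p = 0.042). It was not past the threshold without ONT replicate 2 (p = 0.085) or at a minimum of 50 reads (p = 0.052), nor against genes matched on read number (p = 0.320) or for the genes the paper lists (p = 0.667), 2 settings chosen after seeing the values. The paper states that no phasing was observed. Here 1 of 10 genes passed with 1 form of the trend, and none did with 4 other splines tried after seeing the values. For GL50803_104139, the paper draws 1 of its 2 sites as supported, while both counted as supported here, since read ends are not given for its strand.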

Other observations

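The tests of read ends by moved windows, of sites with 0 or 1 read end, of the short tails on 2 contigs, of tails against genes matched on read number or within groups of it, and of tails over reads that end at minus-strand sites were chosen only after the results were seen. With 1 condition in the design, no biological explanation was tested for any pattern here. Correlations are across genes, which are not independent replicates. In all, 16 relations were tested, with Benjamini-Hochberg adjustment over them, and 1e-05 is the smallest p that 100000 resamples can give.

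Read ends near QuantSeq sites may fall there by chance. Of minus-strand shared sites, 90.8% had a read end within 10 nt, against at most 20.2% of windows moved away, which argues against chance for these sites as a set. For sites with exactly 1 read end, the comparison first set was of the share of windows with exactly 1, which was 7.86% at the sites and 7.96 to 13.5% in the moved windows. It decides nothing, since most sites hold more than 1 read end. Among the 343 sites with 0 or 1 read end, 46.1% had 1, against 8.22 to 14.4% (14.45%) of moved windows with 0 or 1. Windows moved from these 343 sites held a read end in 8.46 to 16.3% of cases. Both comparisons were chosen after seeing the first, and both argue against chance for these sites as a set. Which single sites have their read end by chance stays open.

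Median tails of a gene differ between the ONT replicates. The sampling of reads is a candidate explanation, since the largest of 100 random deals gave 6.04 nt (6.035) against the observed 5.87 nt.

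Tails of reads that end at distal sites may be longer than those at proximal sites of the same gene. In 11 minus-strand genes with at least 10 reads at each of 2 sites more than 20 nt apart, the mean difference of medians was 9.35 nt (median 5.08 nt), and 9 genes had longer tails at the distal site. Exchanging reads between the sites of a gene at random gave p = 0.0027 (permutation test, adjusted 0.0029), which argues against the sampling of reads as the whole cause. Whether 1 library carries it cannot be told apart. Within a replicate, the genes among these 11 with at least 5 reads at each site were used. Replicate 1 gave 8.00 nt over 10 genes, 9 of them longer (permutation p = 0.050), and replicate 2 gave 2.89 nt over 7 genes, 3 of them longer (permutation p = 0.567). Whether the reads at a distal site belong to the gene was not checked, since neither their strand nor their rightmost position is given. The sites lay up to 2557 nt apart, so reads of another transcript can be among those at the distal site. Few genes and reads also keep this open.

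The share of reads at the distal site was alike in both ONT replicates. Over 30 minus-strand genes with at least 10 read ends in each, the shares had a Pearson's r of 0.8999 and a Spearman's rho of 0.778 (permutation p = 1e-05, adjusted 1e-05), with a median absolute difference of 2.96 percentage points. This argues against a share that does not depend on the gene. Reads of another transcript can be counted at the distal site here too. The median share was 4.69% in replicate 1 and 8.05% in replicate 2.

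Genes with longer 3′ UTRs had fewer direct RNA reads. Over 2870 genes with 1 supported site, Spearman's rho was -0.408 and Pearson's r of logs -0.371 (permutation p = 1e-05, adjusted 1e-05). Distant sites that belong to another transcript are a possible explanation, but among the 1804 genes with a 3′ UTR of at most 200 nt rho was still -0.197 (p = 1e-05), which argues against it as the whole cause. Its smaller size leaves a part open. The number of supporting reads also selects the sites, so depth is not excluded as a source of this relation.

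Genes with more direct RNA reads had shorter tails. Over 2440 genes, Spearman's rho was -0.300 and Pearson's r -0.306 (permutation p = 1e-05, adjusted 1e-05), with -0.258 in replicate 1 and -0.281 in replicate 2. Over 4 groups of genes with 10 to 19, 20 to 33, 34 to 66 and at least 67 reads, the median tail was 73.5, 71.9, 70.4 and 66.0 nt. The r-protein mRNAs do not account for it alone, since rho was -0.271 without those named in the part of Supplemental Table S2 used here. Reads of another strand or gene, counted with genes of few reads, do not account for it alone either. Over 931 minus-strand genes, with only reads that end within 10 nt of a site, rho was -0.189 (p = 1e-05), though smaller. This test replaced one that left out reads in the windows of more than 1 gene. Those reads are left out throughout, unless they lie within 10 nt of a minus-strand site.

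Tails of genes with several sites were longer than those of genes with 1 site (permutation p = 0.027), and their read numbers were lower. Differences in read number cannot be told apart from the site number as the source. Against genes matched on read number, the difference was 0.67 nt (permutation p = 0.320), and exchanges within 10 groups of read number gave a permutation p of 0.178. A p above the threshold does not show that the tails are equal.

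Reads with short tails were found on 2 contigs that hold no gene of the QuantSeq files, AACB02000120 and AACB02000103. Their PASS reads had median tails of 9.18 nt (9.175) and 9.33 nt in replicate 1 and 8.35 and 10.9 nt in replicate 2, and 92.4 to 95.7% were under 30 nt. Whether the tail measurement failed there cannot be told apart from tails that are short. On AACB02000103, 61.2% of alignments in replicate 1 and 52% in replicate 2 were tagged PASS, below the 73.7% and 69.8% over all contigs, as a failure would give. On AACB02000120 the shares were 73.8% (73.85) and 67.0%, close to those over all contigs, and the medians above cover reads tagged PASS alone, which keeps this open. Which genes these contigs hold is not known from the files. The other contigs without such genes had 2266 PASS reads with a median tail of 64.1 nt. The 138696 PASS reads in no window had a median tail of 48.3 nt, and 37.5% of them (37.55%) were under 30 nt.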
